# Keratin 5 basal cells are temporally regulated developmental and tissue repair progenitors in bladder urothelium

**DOI:** 10.1152/ajprenal.00378.2023

**Published:** 2024-04-18

**Authors:** Brian Becknell, Mohammad El-Harakeh, Felipe Rodriguez-Tirado, Kelly M. Grounds, Birong Li, Macie Kercsmar, Xin Wang, Ashley R. Jackson

**Keywords:** bladder urothelium, cyclophosphamide, keratin 5 urothelial cell, organoid, progenitor

## Abstract

Urothelium forms a distensible yet impermeable barrier, senses and transduces stimuli, and defends the urinary tract from mechanical, chemical, and bacterial injuries. Biochemical and genetic labeling studies support the existence of one or more progenitor populations with the capacity to rapidly regenerate the urothelium following injury, but slow turnover, a low mitotic index, and inconsistent methodologies obscure progenitor identity. The progenitor properties of basal keratin 5 urothelial cells (K5-UCs) have been previously investigated, but those studies focused on embryonic or adult bladder urothelium. Urothelium undergoes desquamation and apoptosis after birth, which requires postnatal proliferation and restoration. Therefore, we mapped the fate of bladder K5-UCs across postnatal development/maturation and following administration of cyclophosphamide to measure homeostatic and reparative progenitor capacities, respectively. In vivo studies demonstrate that basal K5-UCs are age-restricted progenitors in neonates and juveniles, but not in adult mice. Neonatal K5-UCs retain a superior progenitor capacity in vitro, forming larger and more differentiated urothelial organoids than adult K5-UCs. Accordingly, K5-UC transcriptomes are temporally distinct, with enrichment of transcripts associated with cell proliferation and differentiation in neonates. Induction of urothelial proliferation is sufficient to restore adult K5-UC progenitor capacity. Our findings advance the understanding of urothelial progenitors and support a linear model of urothelial formation and regeneration, which may have significant impact on therapeutic development or tissue engineering strategies.

**NEW & NOTEWORTHY** Fate mapping reveals an important linear relationship, whereby bladder basal urothelial cells give rise to intermediate and superficial cells in an age-restricted manner and contribute to tissue repair. Neonatal basal cells reprise their role as superior progenitors in vitro and display distinct transcriptional signatures, which suggest progenitor function is at least partially cell intrinsic. However, the urothelium progenitor niche cannot be overlooked, since FGF7 rescues adult basal cell progenitor function.

## INTRODUCTION

Urothelium forms an impermeable and distensible urine-blood barrier, with complex sensory and signaling functions (1). Organized into basal, intermediate, and superficial cell layers, urothelial cells exhibit progressive levels of differentiation (1, 2). Terminally differentiated superficial cells are large multinucleated postmitotic cells that confer most of the functions required of urothelium. Superficial cells elaborate urothelial plaques at their apical membrane and tight junctions with neighboring cells. Together, urothelial plaques and tight junctions make bladder urothelium the most impermeable epithelial lining in the human body (3). Intermediate cells lie just beneath the superficial cell layer and can be subcategorized into binucleated and mononucleated subsets (4). Basal cells are small, line the basement membrane, and represent the largest percentage of urothelial cells in the bladder (5).

The adult bladder urothelium is nearly quiescent, with a proliferative index of 0.01% during homeostasis (2, 6, 7). However, urothelium mounts an impressive proliferation rate and is quickly restored following injury (5, 8–13). The identity of the progenitor responsible for urothelial restoration has been the focus of many investigations, but evidence supporting progenitor cell identification is conflicting (14).

Modern lineage analysis strategies use Cre;LoxP technology, where a Cre recombinase-driver strain is crossed with a stop-floxed reporter strain [reviewed in Jackson et al. (14)]. Cre recombinase can be constitutively or inducibly activated in a cell-specific manner, such that specific urothelial cell subsets can be permanently marked and then evaluated, a method also referred to as genetic fate mapping. The fate of urothelial cell subsets has been evaluated through development and following chemical, bacterial, and surgical injuries. Those studies point to progenitor cells within the basal or intermediate cell layers, which appear to be differentially activated during homeostasis and injury (5, 12, 13, 15–17). These disparate progenitor theories assert either a linear model, with basal cells forming intermediate cells which then form superficial cells (B→I→S), or a nonlinear model, with basal cells forming only basal cells and intermediate cells forming intermediate and superficial cells (B→B; I→S).

Keratin 5 (Krt5/K5) is considered a basal urothelial cell maker in the bladder, although some intermediate cells also express K5 (5). K5 basal cells are thought to contain a urothelial progenitor, yet reports are conflicting (4, 5, 13). We previously reported that K5 expressing urothelial cells (K5-UCs) in the kidney exhibit a temporally regulated progenitor capacity, whereby neonatal and juvenile but not adult K5-UCs form uroplakin-expressing urothelial cells (Upk-UCs) during postnatal maturation and in response to urinary tract obstruction (18). Despite being recognized as a slow turnover epithelium in adults, the neonatal bladder urothelium is markedly proliferative until *postnatal* *day 10*, likely as a consequence of an overlapping wave of apoptosis and desquamation through the first 9 days (7, 19, 20). Most progenitor studies focus on embryonic development, or adult urothelium, largely overlooking the dynamic features of postnatal bladder urothelium.

Understanding that the bladder urothelium is highly dynamic during postnatal life, we set out to define the fate of K5-UCs labeled at various postnatal stages to define how the Krt5 lineage contributes to urothelial maturation and how those populations contribute to tissue repair. Rather than the existence of distinct basal and intermediate cell progenitor populations, our data indicate that these populations are developmentally linked and support a linear model of urothelial formation and regeneration (B→I→S).

## MATERIALS AND METHODS

### Animals

Public Health Service Animal Welfare Assurance No. A3544-01 and Institutional Animal Care and Use Committee No. AR16-00058 were used. The *Krt5*^CreERT2^ (No. 018394) tamoxifen-inducible Cre driver was purchased from Jackson Laboratories (21). The *Rosa26*^tdT^ (called *R26*^tdT^, No. 007909) and *Rosa26*^zsGreen^ (called *R26*^zsGreen^, No. 007906) Cre reporter lines were purchased from Jackson Laboratories (22). *Upk1b*^RFP^ mice were maintained in our breeding colony (23, 24). Mouse lines and genotyping information are detailed in Supplemental Table S1. Cre recombination was induced using a single intraperitoneal dose of tamoxifen (TMX; 75 mg/kg body wt in corn oil, Sigma, St. Louis, MO) at precise postnatal (P) time points (18). Mice were euthanized at P42 for evaluation of the homeostatic urothelial progenitor cell or subjected to cyclophosphamide (CYC) treatment (methods described below) for the evaluation of the injury-induced, tissue repair UC progenitor.

### Lineage Analysis

For each genetic fate mapping procedure, baseline samples were evaluated by harvesting bladders 24 h after TMX administration (18). Reporter specificity (i.e., Krt5^+^;tdT^+^/total tdT^+^ cells) and labeling efficiency (i.e., Krt5^+^;tdT^+^/total Krt5^+^ cells) were confirmed by immunofluorescent labeling (18). The fate of inducibly labeled K5-UCs was evaluated in tissues harvested at P42 (adult). Unexpected TMX effects were ruled out by using Cre-negative;*R26*^tdT^ mice, and inappropriate Cre;LoxP recombination was ruled by comparing corn oil-treated Cre-positive;*Rosa26* mice.

### Microscopy

Formalin-fixed paraffin-embedded tissues were sectioned at 3–5 µm and used for routine staining and immunolocalization. Hematoxylin and eosin staining was performed as previously described (18, 25).

### Immunolocalization

Following deparaffinization and rehydration, antigen retrieval was achieved by submerging slides in sodium citrate buffer in a pressure cooker. Nonspecific binding was blocked using SuperBlock (ScyTek Laboratories, Logan, UT). Immunolocalization was performed using anti-Fabp4, anti-Ki67, anti-Krt5, anti-Krt14, anti-pErk1/2, anti-pFrs2a, anti-RFP, anti-tdT, anti-Upk3a, and anti-zsGreen primary antibodies (Supplemental Table S2) and Cy3-, Alexa Fluor 488-, and AMCA- and Cy5-conjugated species-specific secondary antibodies (1:300, Jackson ImmunoResearch Laboratories, West Grove, PA). Coverslips were mounted using Vectashield ± DAPI (Vector Laboratories, Burlingame, CA), and images were captured using an Olympus BX51 microscope equipped with a CX9000 camera (Olympus Corporation, Tokyo, Japan). All micrographs underwent equivalent brightness and contrast adjustments to enhance print view. Random high-powered fields were selected from a 125 × 125 µm grid for evaluation and quantitation. Quantitation of UC expression was performed by establishing a total cell count (using DAPI, which marked nuclei) and cell-specific expression markers (Krt5, Upk, Fabp4, tdT, EdU, and Krt14), using cell counting tools available in StereoInvestigator software or QuPath software (v. 0.4.3) (18, 26). Graphs were generated, and statistical analyses were performed using GraphPad Prism software (v. 9.5.1).

### EdU Incorporation Assay

5-Ethynyl-20-deoxyuridine (EdU) incorporation assays were used to measure urothelial cell proliferation (18, 24). Briefly, 250 µg was administered via intraperitoneal injection at the indicated time points. Mice were euthanized after 2 h, bladders were formalin-fixed and paraffin-embedded, and tissues were sectioned at 5 µm. EdU detection was performed using the Click-iT EdU Alexa Fluor 488 Imaging kit (Life Technologies, Carlsbad, CA). Quantitative analysis was performed using StereoInvestigator software as aforementioned.

### Cyclophosphamide-Induced Urothelial Injury

To induce urothelial injury, a single ip dose of CYC (150 mg/kg body wt, Sigma-Aldrich, St. Louis, MO) or saline was administered at P42. CYC-induced bladder urothelium injury and restoration was confirmed at 2, 7, and 14 days. Mice were euthanized after 14 days, and bladders were formalin-fixed and paraffin-embedded for analysis.

### Limiting Cell RNA-Sequencing

To evaluate the transcriptome of neonatal and adult K5-UCs, we deployed a limiting cell RNA-sequencing (lcRNAseq) workflow (27). Female bladders were harvested in ice cold 1X PBS, everted with blunt forceps, and incubated with Dispase II (2.5 mg/mL, Sigma-Aldrich, St. Louis, MO) in 1X PBS/50 mM HEPES for 1 h at 37°C. Urothelium was scraped, disaggregated in TrypLE Express (Sigma-Aldrich, St. Louis, MO), then passed through a 70 µm strainer. Red blood cells were lysed using ammonium-chloride-potassium (ACK; ThermoFisher, Waltham, MA) lysis solution, and cells were resuspended in 1X PBS containing 2% fetal bovine serum (FBS, ThermoFisher, Waltham, MA). The BD Influx System (BD Biosciences, San Jose, CA) was used to sort 300 tdT^K5^-UCs from neonatal (TMX^P5^→FACS^P7^) and adult (TMX^P35^→FACS^P42^) *Krt5*^CreERT2^;*R26*^tdT^ mouse bladders. Cells were sorted directly into the Takara SMART-Seq HT lysis buffer containing RNase Inhibitor + 3′ SMART-Seq CDS Primer II A (SMART-Seq HT kit, Takara Bio USA, Ann Arbor, MI). Samples were immediately frozen on dry ice, stored at −80°C, then transported to The Ohio State University Comprehensive Cancer Center NextGen Sequencing Shared Resource facility. lcRNAseq libraries were generated using the Takara SMART-Seq HT kit, Nextera XT DNA Library Preparation and Nextera XT Index kits (Illumina, San Diego, CA). Samples were evaluated using a High Sensitivity DNA Bioanalyzer and Tapestation HS-DNA1000 Bioanalyzer (Agilent), and Qubit (ThermoFisher). Sequencing was performed using a NovaSeq6000 SP 200 cycle (≤2 × 100 bp) flow cell. Data have been deposited in Gene Expression Omnibus (GEO Accession No. GSE248463).

### lcRNAseq Analysis

Demultiplexed FASTQ files were utilized for a comprehensive analysis pipeline encompassing data normalization, differential gene expression detection, and functional enrichment. We obtained the mm10 mouse genome and its corresponding reference gene set from UCSC (https://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/). Adapter sequences were removed, and high-quality filtered reads were generated using Trim Galore v0.6.6. (28). Tophat v2.1.2 (29) was used to map these high-quality reads to the mm10 genome. Successfully mapping reads were sorted, and unique mapped reads were retained by SAMtools v1.15 (30). Quantification of reads per gene was performed by Htseq-count v0.12.4 (31) with a union gene region parameter. EdgeR_3.42.4 (29) was used to identify differentially expressed genes (DEGs). We filtered out any gene that is sparsely quantified in samples with loose criteria, i.e., a total count less than five across all samples, and more than two sample with cpm greater than 0.5. Then, quantile normalization method was used to eliminate or minimize technical variability. Principal component analysis (PCA) was used as an unsupervised dimensionality for gene abundance levels across samples. We defined DEGs as those with a fold change greater than 1.5 and an adjusted *P* value smaller than 0.05. Gene ontology (GO) analysis for the functional enrichments of upregulated and downregulated genes was performed by clusterProfiler_4.8.2 (32). A Chi-square test was used to test for statistically enriched pathways and an FDR of <0.05 was used as the significance threshold to detect enriched molecular functions, biological processes, and cellular components. Finally, transcription factors and their activities were predicted and estimated by decoupleR 2.5.3 (33). For data visualization, we mainly used a series of R packages such as “ggplot2,” “enrichplot,” “pheamap” to create heatmaps, volcano plots, bar plots, and Venn diagrams.

### Western Blot

Bladders were homogenized in 1X RIPA buffer (RPI, Mount Prospect, IL) containing Halt Protease and Phosphatase Inhibitor Single-Use Cocktail, EDTA-Free (Fisher Scientific) using a Qiagen TissueLyser II. Total proteins were then quantified using a DC protein assay (Bio-Rad Laboratories, Hercules, CA). Proteins (20 µg) were resolved by sodium dodecylsulfate–polyacrylamide gel electrophoresis (SDS-PAGE), followed by semi-dry transfer using the Bio-Rad Trans-Blot Turbo Transfer system, with Trans-blot turbo 5X transfer buffer with 20% ethanol and mini-size LF PVDF membranes (Bio-Rad). Blots were blocked using EveryBlot blocking buffer (Bio-Rad), incubated with primary antibodies, including anti-Erk1/2 (Erk), anti-pErk1/2 (pErk), anti-pFrs2 and anti-Gapdh (Supplemental Table S2), StarBright Blue Goat Anti-Species IgG antibodies (1:2500, Bio-Rad), and washed with 0.05% Tween 20 in PBS. Blots were imaged using the ChemiDoc Imaging System (Bio-Rad). Proteins were quantified by densitometry using ImageJ, graphed, and analyzed using GraphPad Prism software (v. 9.5.1).

### Organoid-Forming Assays

Organoid assays were used to examine progenitor capacity in vitro. In brief, bladders were harvested in ice cold 1X PBS, everted with blunt forceps, and incubated with Dispase II (2.5 mg/mL, Sigma-Aldrich, St. Louis, MO) in 1X PBS/HEPES for 1 h at 37°C. Urothelium was stripped from the tissue mechanically, further disaggregated using TrypLE Express (Sigma-Aldrich, St. Louis, MO). Red blood cells were lysed using ACK lysis solution (ThermoFisher, Waltham, MA), and cells were passed through a 70 µm strainer. Cells were resuspended in DMEM-F/12 (ThermoFisher) media containing a cocktail of additives which included; recombinant human fibroblast growth factor 7 (rhFGF7 0.01%, Peprotech, Cranbury, NJ), rhFGF10 (0.02%, Peprotech, Cranbury, NJ), A83-01 (0.02%, Stemcell technologies, BC, Canada), B-27 Supplement (2%, ThermoFisher, Waltham, MA), and amphotericin B (1%, ThermoFisher, Waltham, MA) and mixed with Matrigel [No. 354234 (7.65 mg/mL) Corning, Corning, NY]. Single-cell suspensions were plated in 10 µL Matrigel domes (1,000 cells/Matrigel dome). Media was exchanged every other day, and the approximately 1 mm thick Matrigel dome was imaged using a Nikon Ti2-E microscope (Nikon Instruments Inc., Melville, NY), equipped with a Hamamatsu ORCA-Fusion camera (Hamamatsu Japan). Images were flattened and exported to ImageJ for analysis. Figure legends indicate the number of technical and experimental replicates, the sex and whether sexes were pooled for each experiment. The total number and size of organoids formed per 10 µL Matrigel dome were enumerated. Organoids generated using *Krt5*^CreERT2^;*R26*^zsG^;*Upk1b*^RFP^ mice were analyzed using QuPath software (v. 0.4.3) (26). Briefly, a classifier was applied to detect the boundaries of zsGreen+ (350 threshold constant) organoids and to measure the organoid area and the area within each organoid where RFP (300 threshold constant) was detected. These parameters were used to count organoids, measure organoid size, and measure organoid differentiation (using RFP expression). Five biological replicates were used for each group (neonate and adult). Graphs were generated and statistical analyses were performed using GraphPad Prism software (v. 9.5.1). In some cases, organoids were fixed prior to imaging. Briefly, media was aspirated, and ice cold 4% PFA was added for 30 min, before being exchanged with 1X PBS. In other cases, PFA-fixed organoids were collected in Histogel (Fisher Scientific), and paraffin embedded for slide mounting and immunofluorescent localization.

### FGF7-Induced Urothelial Cell Proliferation

To induce K5-UC proliferation, a single ip dose of rhFGF7 (Palifermin/Kepivance, 5 mg/kg body wt, SOBI, Solna, Sweden) or water was administered to adult *Krt5*^CreERT2^;*R26*^tdT^ mice. Specificity and efficiency of FGF7-induced proliferation were determined using the EdU incorporation assay (outlined in *EdU Incorporation Assay*). To determine whether FGF7 impacted the capacity for K5-UCs to form intermediate or superficial cells, the tdT reporter was induced using a single intraperitoneal dose of TMX (75 mg/kg body wt) at P35. Twenty-four hours later, FGF7 or water (carrier) was administered. At P42, mice were treated with CYC or PBS (carrier). Mice were euthanized 2 wk after CYC or PBS treatment. Bladders were formalin-fixed and paraffin embedded for analysis.

### Statistical Analyses

Statistical analyses were performed using Prism Software (GraphPad Software, La Jolla, CA). When appropriate, we applied a one-way ANOVA or an unpaired two-tailed *t* test. Differences between groups with *P* < 0.05 were statistically significant. Data are presented as means ± SD. Figures indicate sample size, statistical tests, and relevant multiple comparison correction used.

## RESULTS

### Intermediate and Superficial Cells Are Derived From the Basal K5-UC Lineage in a Temporally Restricted Manner

To examine whether K5-UCs are urothelial progenitors in the postnatal bladder, we used the *Krt5*^CreERT2^;*R26*^tdT^ line to map the fate of K5-UCs that were inducibly and permanently labeled at various time points. TMX was administered at postnatal day (P)1, P7, P14, P21, or P35 to induce Cre;LoxP recombination at the *Rosa26* locus and thereby drive the indelible expression of a fluorescent protein [tandem Tomato (tdT)] in UCs with an active *Krt5* promoter and their subsequent progeny. We first determined the specificity and efficiency of our lineage labeling strategy and then mapped the adult fate of the K5-UC lineage.

Baseline assessments (24 h after TMX administration) demonstrated that tdT labeling was consistently efficient and highly specific across TMX induction stages (Fig. 1 and Supplemental Fig. S1, *A–C*). Our analysis also found that tdT was predominantly expressed by K5-UCs in the basal layer. A subset of K5-UCs that express Krt14 (K14-UCs) are known bladder urothelium progenitors (13). We found that tdT was expressed in a variable fraction of K14-UCs and that K14 indices decreased with age (Supplemental Fig. S1, *D* and *E*). Only rare intermediate cells expressed tdT, and at each instance, tdT localized to a K5+ intermediate cell. No superficial cells expressed tdT in baseline studies (Fig. 1 and Supplemental Fig. S1). These data confirm that the *Krt5*^CreERT2^;*R26*^tdT^ line could be used to efficiently and specifically label K5 basal cells in a temporally controlled manner, and form the foundation for our efforts to map the fate of the basal K5-UCs in this study.

**Figure 1.**
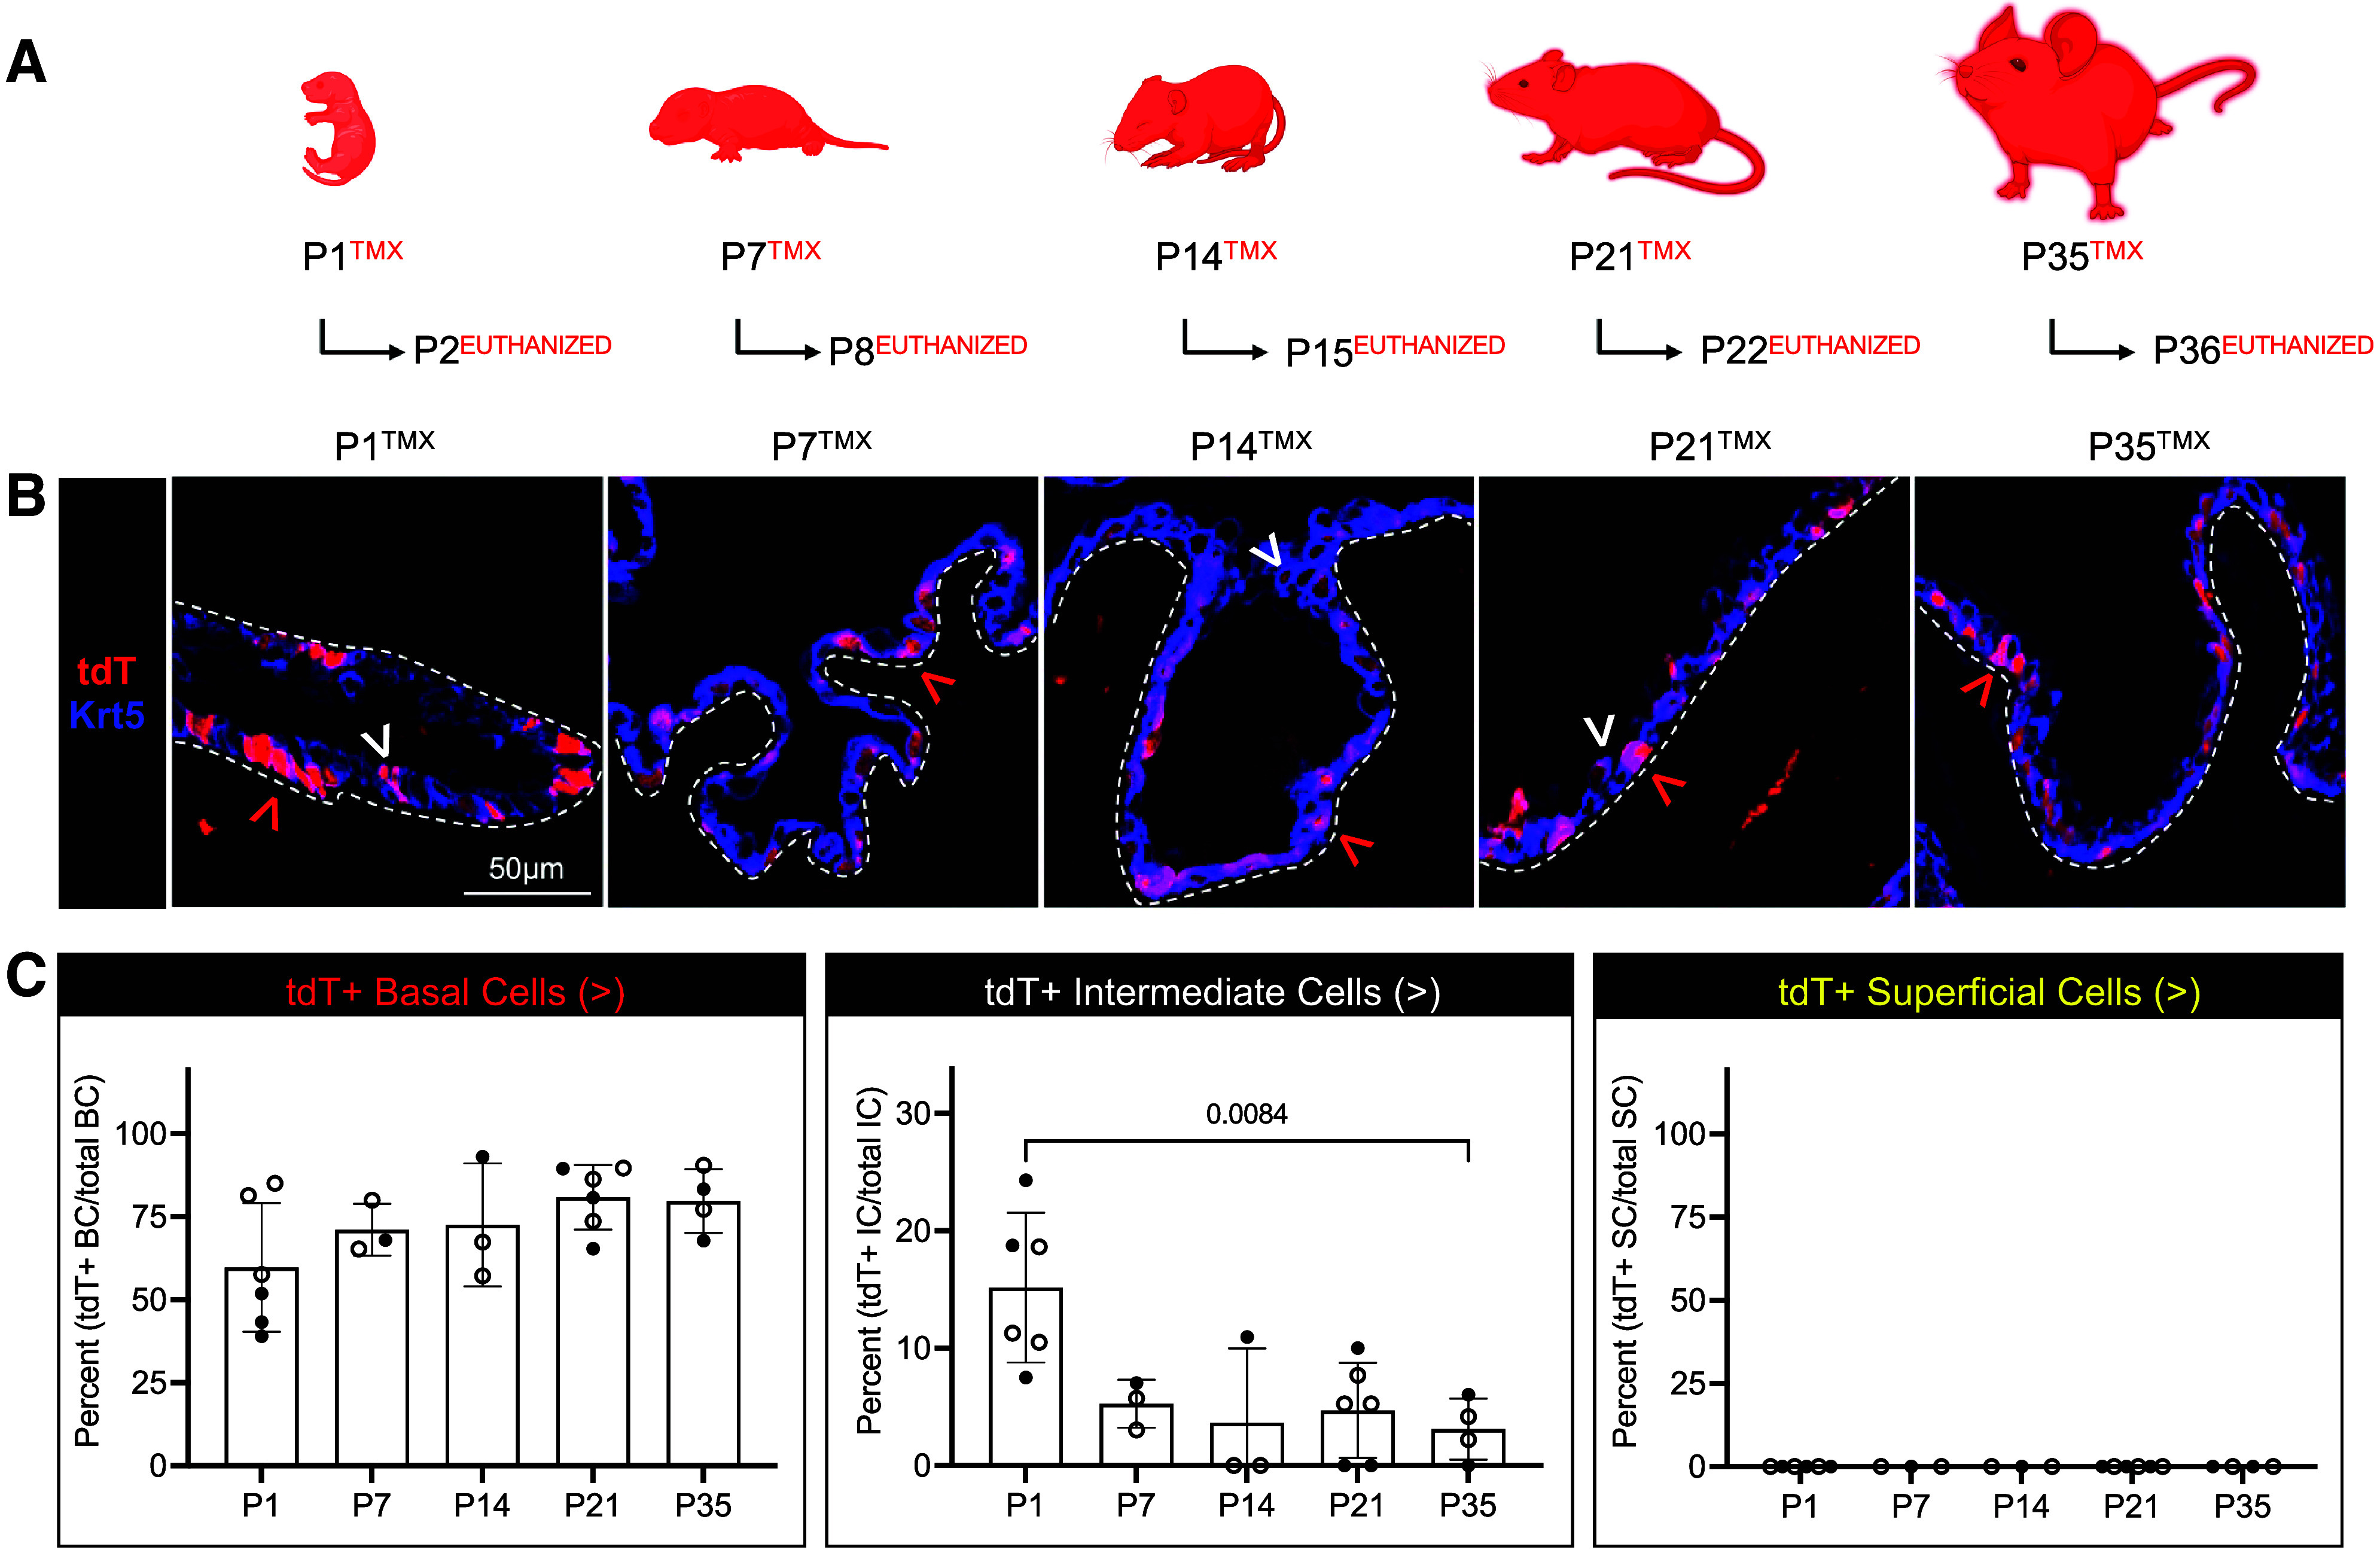
The tdT reporter is efficient and highly specific to K5+ cells. *A*: schematic representation of experimental plan showing the age tamoxifen (TMX) was administered and the age that mice were euthanized. *B*: representative micrographs showing tdT and Krt5 expression in urothelium in each experimental condition. White dashed line: urothelium basement membrane; red arrowhead: tdT+ basal cell; white arrowhead: tdT+ intermediate cell. *C*: graphs showing the percent tdT+ basal, intermediate, and superficial cells at each stage. Bars: mean; error bars: SD; *P* values: one-way ANOVA with Šídák’s multiple comparisons test. P1→P2 (*n* = 6 mice), P7→P8 (*n* = 3 mice), P14→P15 (*n* = 3 mice), P21→P22 (*n* = 5 mice), P35→P36 (*n* = 4 mice). Closed circles: male; open circles: female. Krt5, keratin 5.

Next, we determined the fate of basal K5-UCs following their labeling at each temporal stage by evaluating the expression of tdT in adult (P42) basal cells (Krt5+, Upk−, Fabp4− within the basal layer), intermediate cells (Krt5±, Upk±, Fabp4− within intermediate layers), and superficial cells (Krt5−, Upk+, Fabp4+ in superficial layer) (Fig. 2, Supplemental Fig. S2, and Table 1). As expected, the majority (74.12% ± 6.56) of basal cells contained the indelible tdT reporter. Intermediate cells expressed tdT from each temporal stage; however, neonatal (P1, P7) K5-UCs demonstrated significantly greater intermediate cell formation than juvenile and adult (≥P14) K5-UCs. Superficial cells contained tdT from the P1 stage, but not beyond P7 (Fig. 2, Supplemental Fig. S2, and Table 1). These data demonstrate that basal K5-UCs possess age-delimited intermediate and superficial cell-forming capacities, with neonatal (P1–P7) basal K5-UC exhibiting the highest potential.

**Figure 2.**
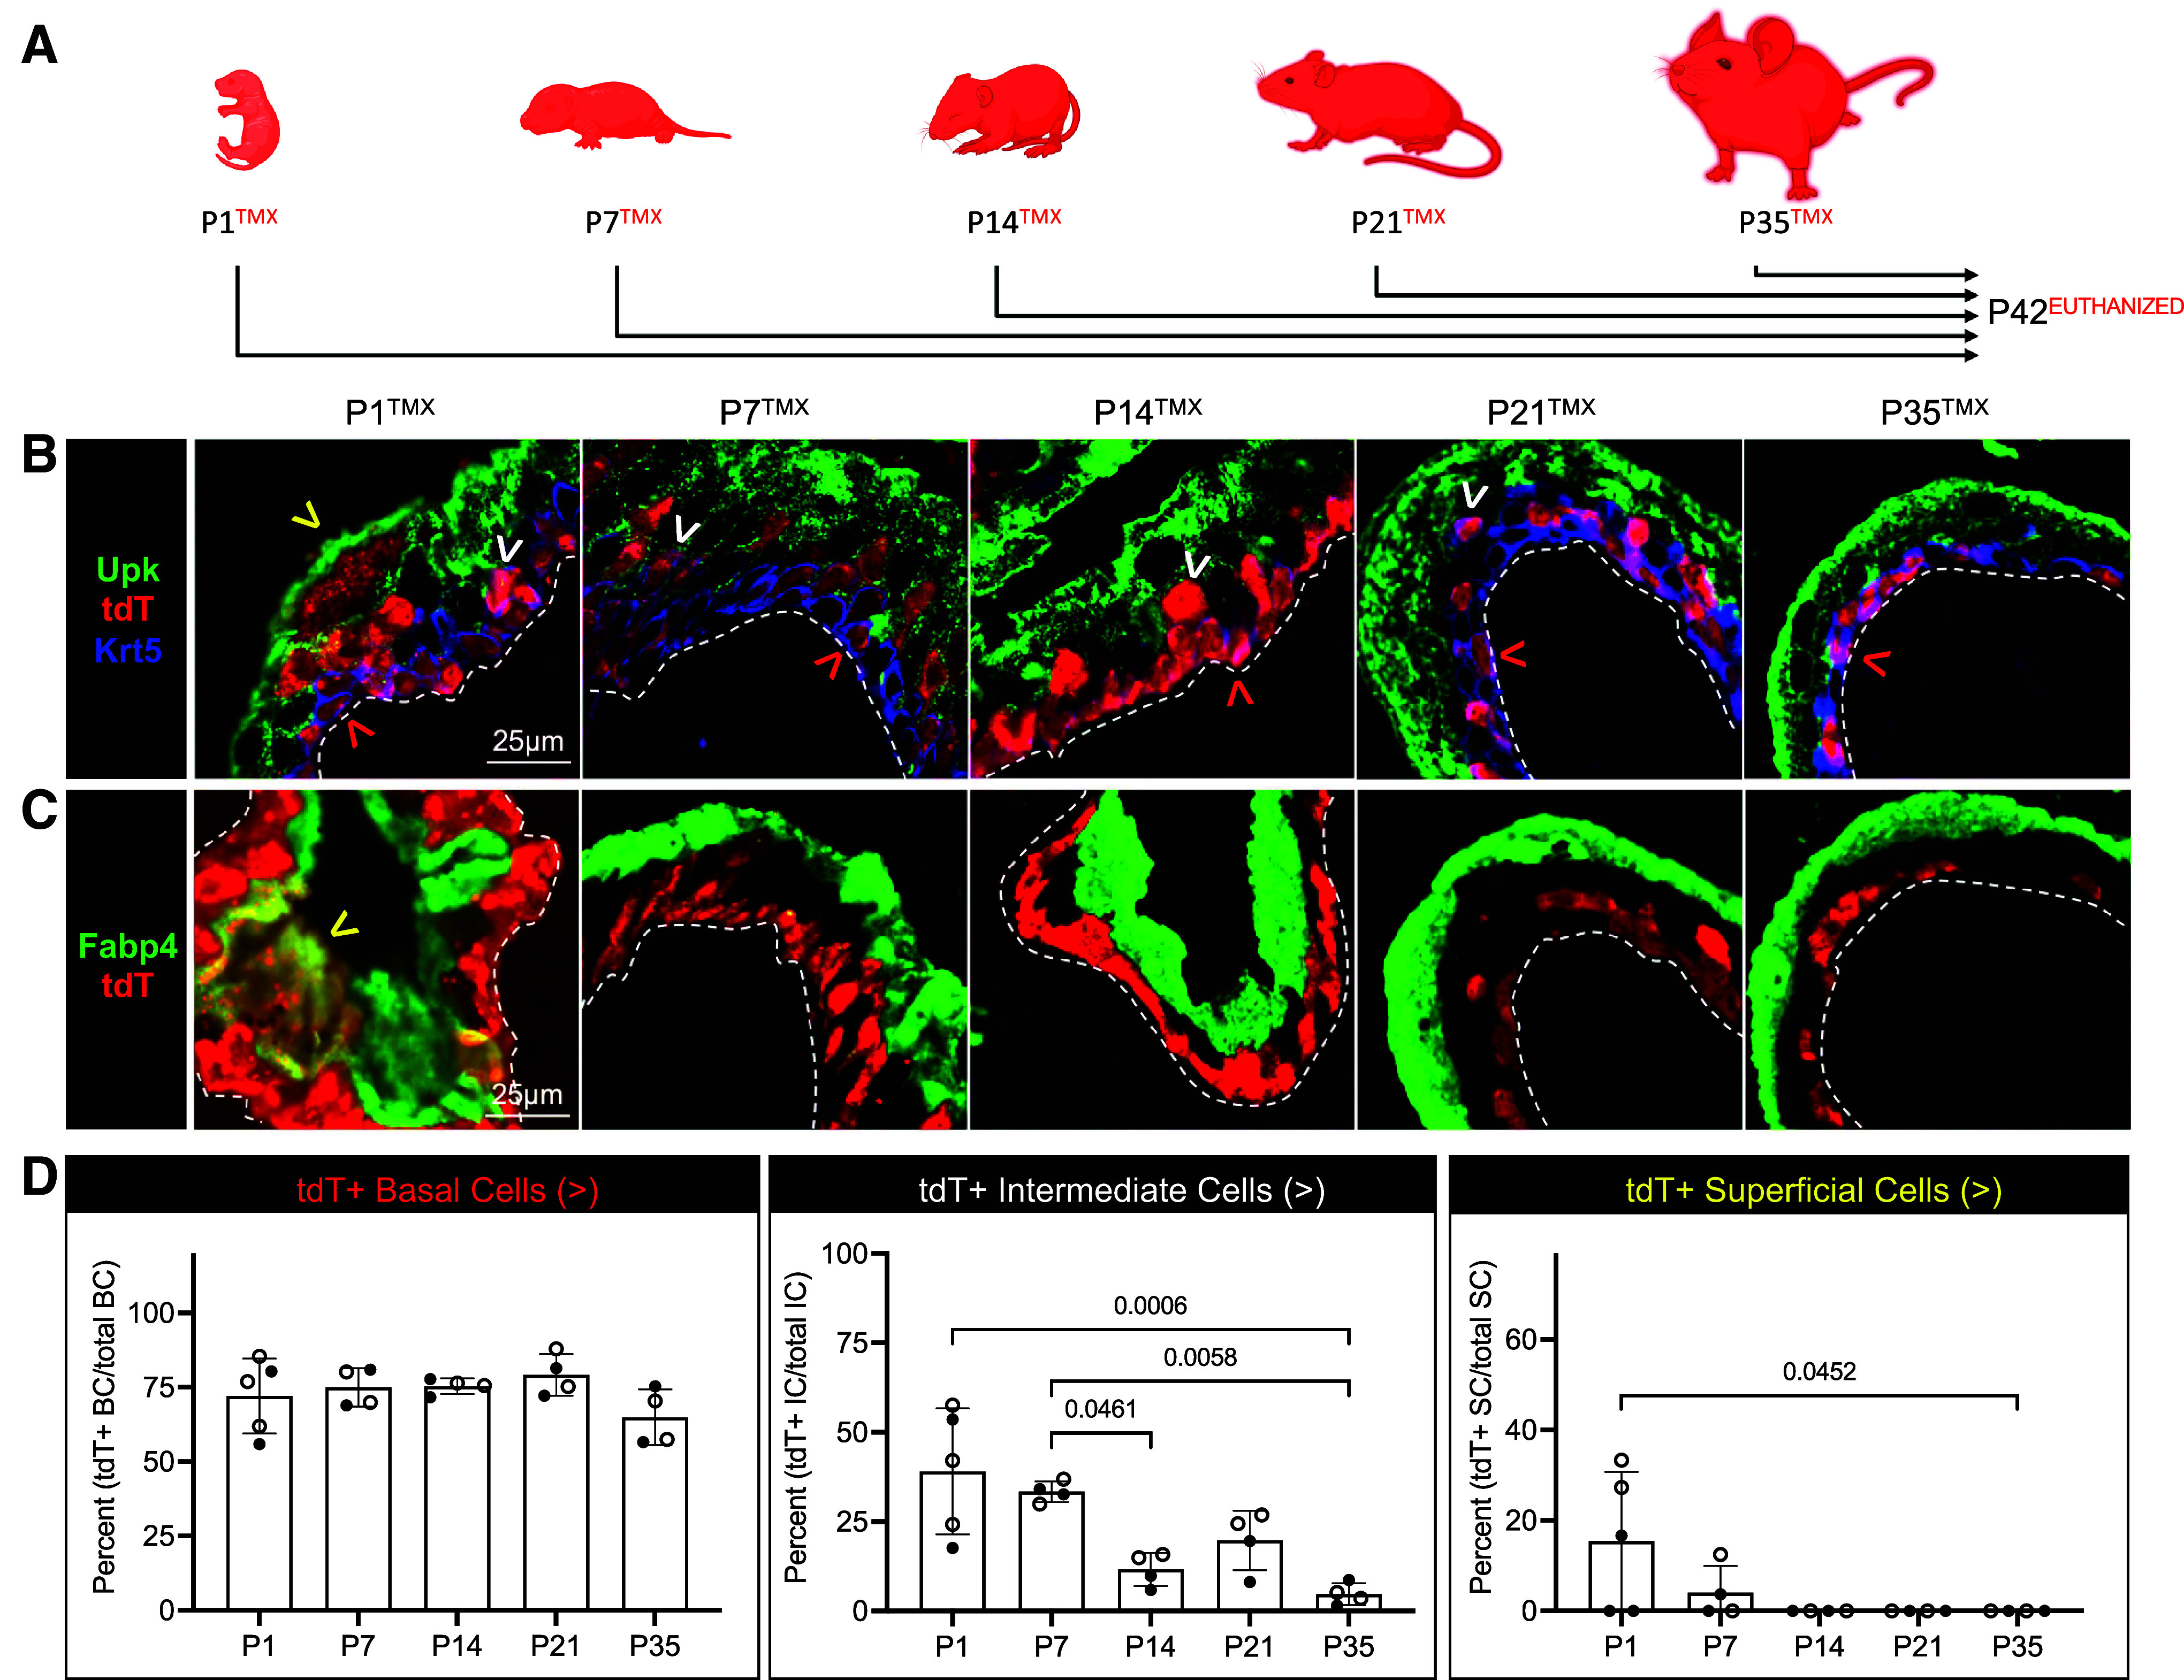
K5+ cells exhibit age-restricted intermediate and superficial cell-forming capacities. *A*: schematic representation of experimental plan showing the age tamoxifen (TMX) was administered and the age that all mice were euthanized. *B*: representative micrographs showing tdT, Krt5, and Upk expression. *C*: tdT and Fabp4 expression in urothelium in each experimental condition. White dashed line: urothelium basement membrane; red arrowhead: tdT+ basal cell; white arrowhead: tdT+ intermediate cell; yellow arrowhead: tdT+ superficial cell. *D*: graphs showing the percent tdT+ basal, intermediate, and superficial cells in each experimental condition. Bars: mean; error bars: SD; *P* values: one-way ANOVA with Šídák’s multiple comparisons test. P1→P2 (*n* = 5 mice), P7→P8 (*n* = 4 mice), P14→P15 (*n* = 4 mice), P21→P22 (*n* = 4 mice), P35→P36 (*n* = 4 mice). Closed circles: male; open circles: female. Krt5, keratin 5.

**Table 1.** Fate of K5-UCs during homeostasis

Evaluation	tdT+ B Cells	tdT+ I Cells	tdT+ S Cells
P1^TMX^ → P42^EUTHANIZED^	72.09 ± 12.60%	39.03 ± 17.61%	15.45 ± 15.32%
P7^TMX^ → P42^EUTHANIZED^	75.00 ± 6.47%	33.37 ± 2.89%	4.05 ± 5.89%
P14^TMX^ → P42^EUTHANIZED^	75.38 ± 2.632%	11.61 ± 4.64%	0%
P21^TMX^ → P42^EUTHANIZED^	79.19 ± 7.00%	19.74 ± 8.31%	0%
P35^TMX^ → P42^EUTHANIZED^	64.96 ± 9.39%	4.69 ± 3.03%	0%

Values represent means ± SD. K5-UCs, K5-expressing urothelial cells.

### The Neonatal and Juvenile K5-UC Lineage Contributes to Urothelial Restoration Following Cyclophosphamide-Induced Urothelial Injury

Cyclophosphamide (CYC) initiates a sequence of events consisting of loss of superficial cells 2 h after treatment, proliferation that peaks 2 days (2d) after injury, hyperplasia 3d after injury, evidence of superficial cell regeneration 7d after injury, and urothelial restoration 14–28d after injury (4, 5, 34) (Supplemental Fig. S3*A*) Although we observed increased and stratified K5-UCs at 2d, K14-UCs were strictly observed in the basal urothelial cell layer (Supplemental Fig. S3, *B* and *C*). Intermediate cells are reportedly superficial cell progenitors following a single round of 150 mg/kg CYC, while multiple rounds of CYC treatment engage K5+ basal cells for repair (4). Based on our lineage analysis results, we hypothesized that K5-UCs or their intermediate cell derivatives are the reparative progenitor. Therefore, we induced Cre;LoxP recombination at P1, P7, P14, P21, and P35 and then administered CYC or saline at P42. We evaluated the bladder urothelium 14d after CYC (Fig. 3, Supplemental Fig. S4, and Table 2). More than half of intermediate cells expressed tdT in P1, P7, P14, and P21 tamoxifen induction stages, while only 21.80% of intermediate cells expressed tdT from the P35 stage. Similarly, tdT was expressed by more than half of reconstituted superficial cells (P1–P21 stages) except for P35-labeled K5-UCs, which demonstrated a sharp reduction in tdT+ superficial cells (Fig. 3, Supplemental Fig. S4, and Table 2). These data indicate that neonatal (P1 and P7) and juvenile (P14 and P21) K5+ basal cells or their intermediate cell derivatives reconstitute the urothelium following CYC injury. Adult (P35) K5+ basal cells do not restore superficial cells following a single round of CYC-induced urothelial injury, which is consistent with other reports (4, 5).

**Figure 3.**
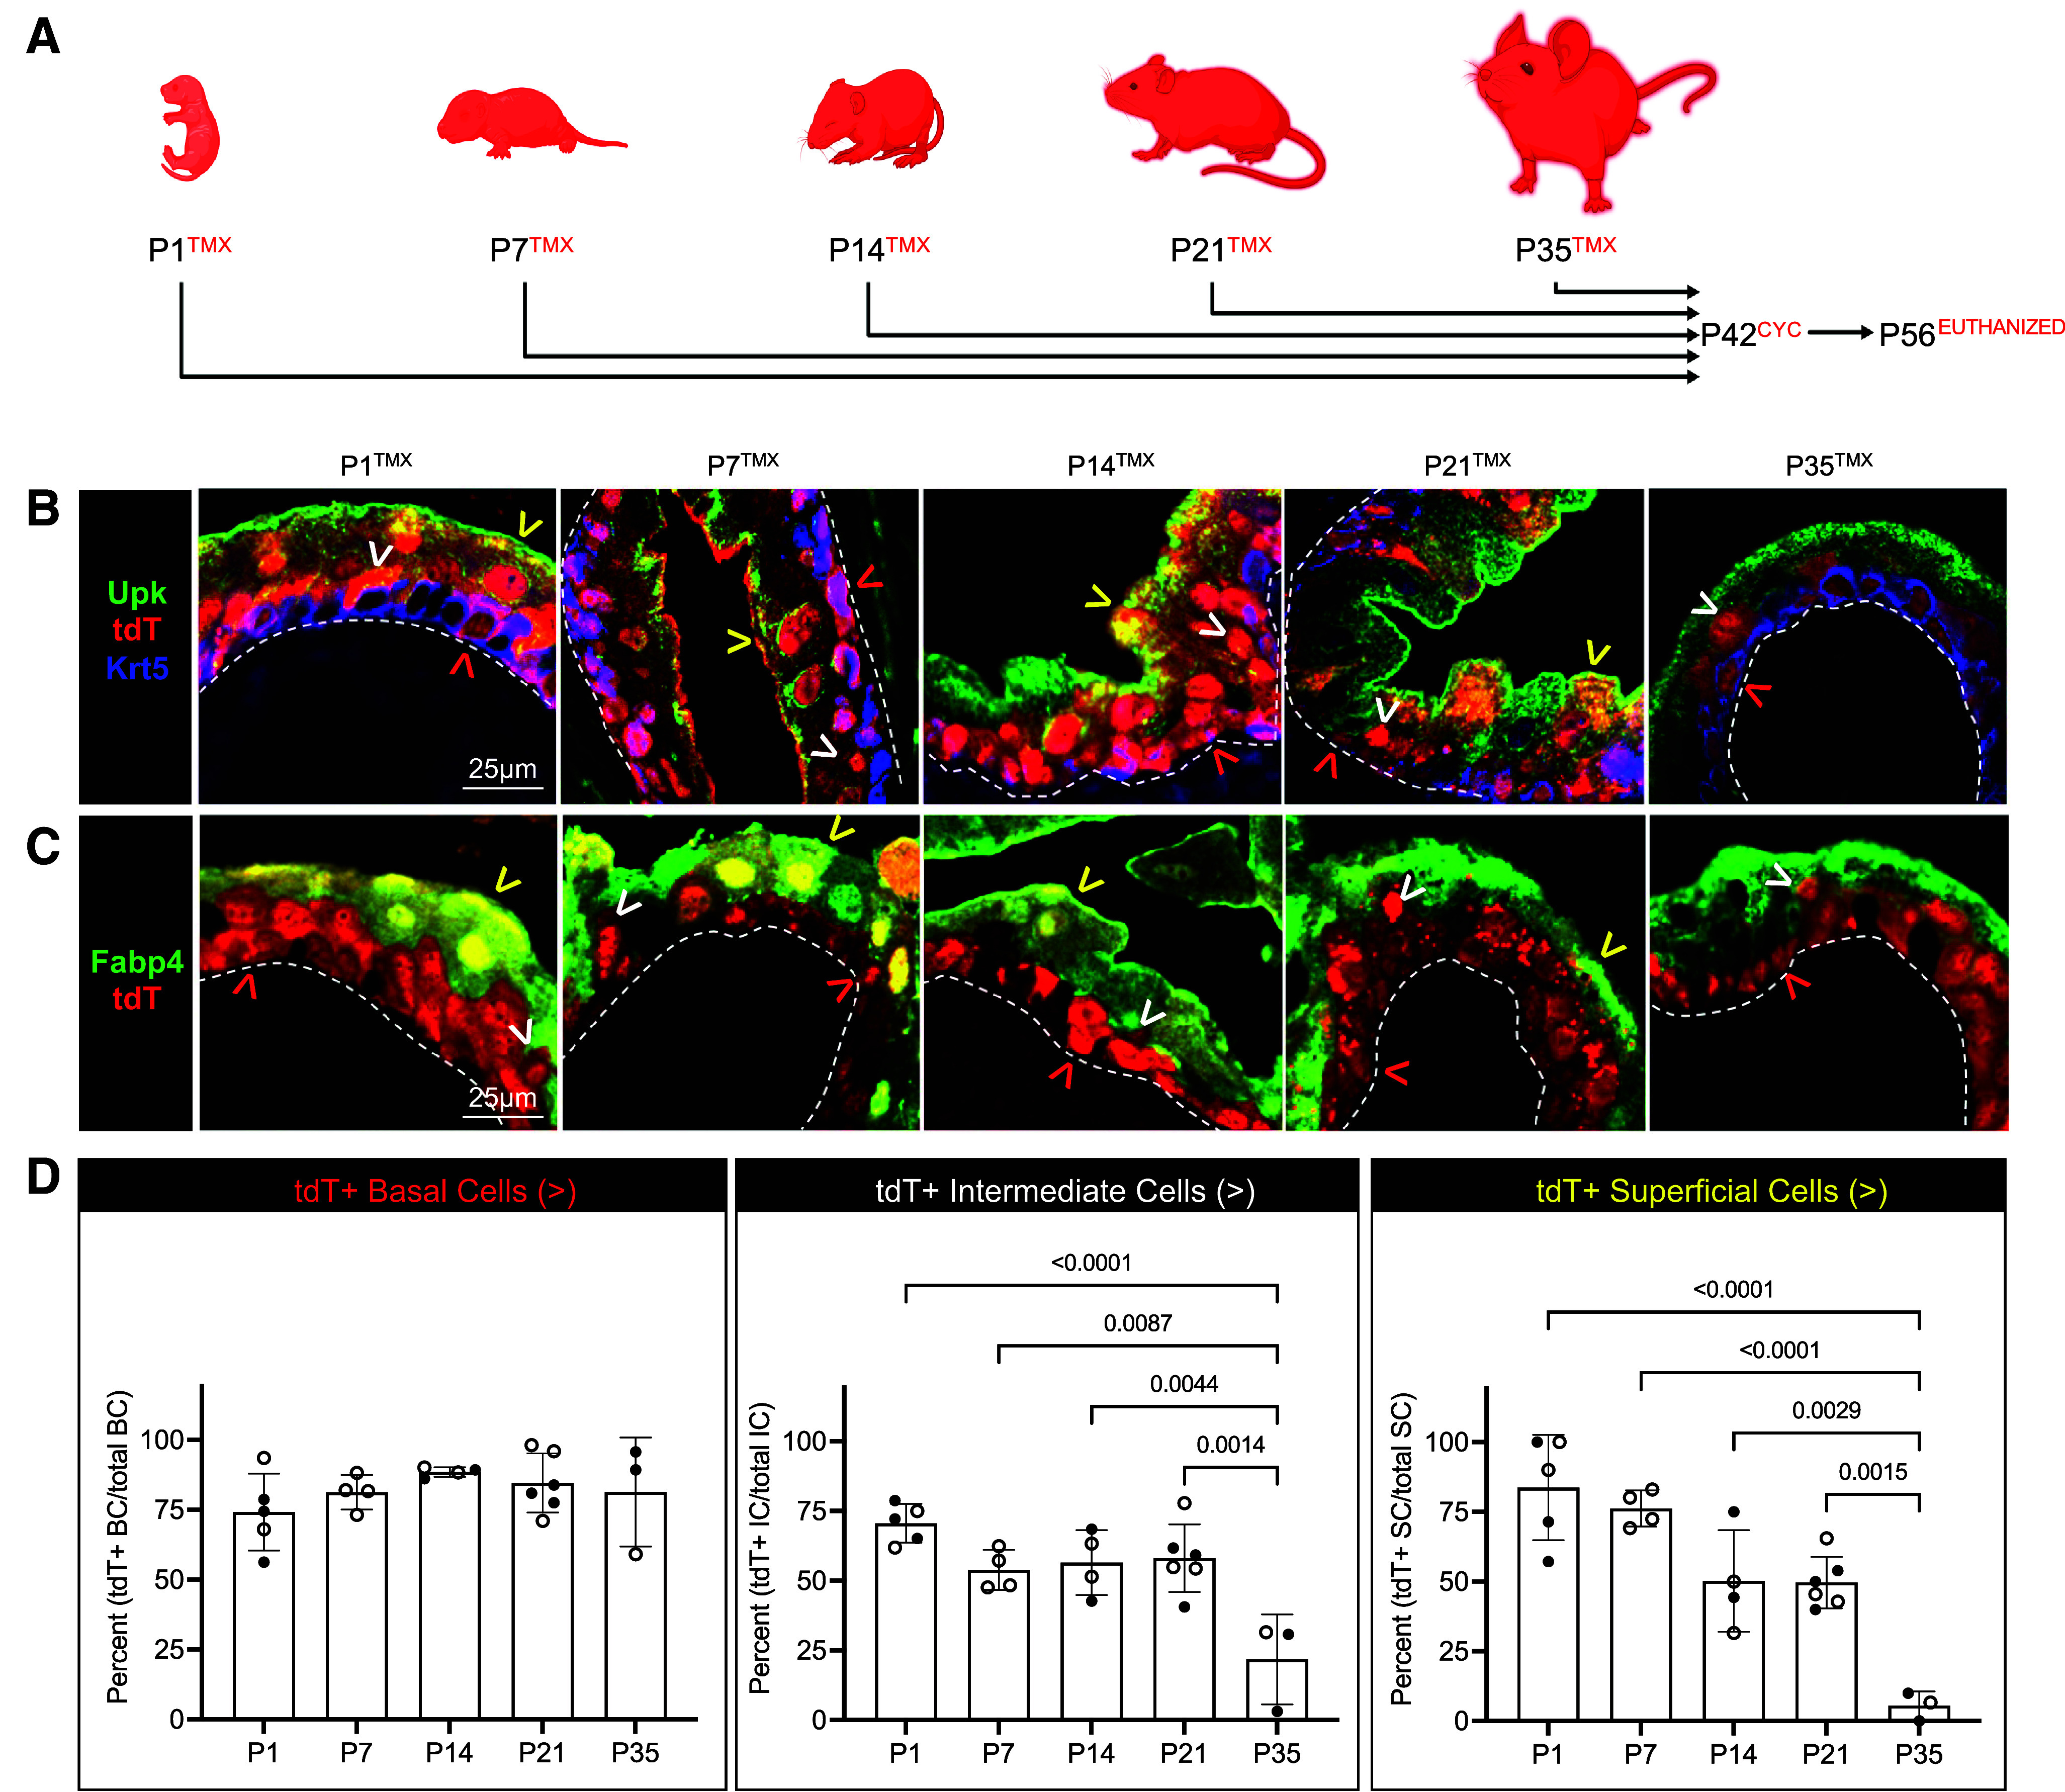
Neonatal and juvenile K5-UC lineage contributes to urothelial restoration following cyclophosphamide-induced urothelial injury. *A*: schematic representation of experimental plan showing the age tamoxifen (TMX) was administered, the age that all mice received cyclophosphamide (CYC), and the age that all mice were euthanized. *B*: representative micrographs showing tdT, Krt5, and Upk expression. *C*: tdT and Fabp4 expression in urothelium in each experimental condition. White dashed line: urothelium basement membrane; red arrowhead: tdT+ basal cell; white arrowhead: tdT+ intermediate cell; yellow arrowhead: tdT+ superficial cell. *D*: graphs showing the percent tdT+ basal, intermediate, and superficial cells at each stage. Bars: mean; error bars: SD; *P* values: one-way ANOVA with Šídák's multiple comparisons test. P1→P2 (*n* = 5 mice), P7→P8 (*n* = 4 mice), P14→P15 (*n* = 4 mice), P21→P22 (*n* = 6 mice), P35→P36 (*n* = 3 mice). Closed circles: male; open circles: female. K5-UC, K5-expressing urothelial cell; Krt5, keratin 5.

**Table 2.** Fate of K5-UCs during tissue repair

Evaluation	tdT+ B Cells	tdT+ I Cells	tdT+ S Cells
P1^TMX^ → P42^CYC^ → P56^EUTHANIZED^	74.19 ± 13.74%	70.57 ± 6.95%	83.71 ± 18.89%
P7^TMX^ → P42^CYC^ → P56^EUTHANIZED^	81.28 ± 6.15%	53.87 ± 7.16%	76.19 ± 6.47%
P14^TMX^ → P42^CYC^ → P56^EUTHANIZED^	88.47 ± 1.72%	56.48 ± 11.62%	50.21 ± 18.24%
P21^TMX^ → P42^CYC^ → P56^EUTHANIZED^	84.58 ± 10.58%	58.08 ± 12.11%	49.62 ± 9.24%
P35^TMX^ → P42^CYC^ → P56^EUTHANIZED^	81.34 ± 19.53%	21.80 ± 16.17%	5.56 ± 5.10%

Values represent means ± SD. K5-UCs, K5-expressing urothelial cells.

### K5-UCs Exhibit Temporally Distinct Transcriptomes

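K5-UCs were sorted from bladders of Krt5-CreERT2;R26-tdT mice, in which tamoxifen (TMX) switches on the red fluorescent protein tdT in cells that express Krt5. Each library was made from 300 tdT+ cells, and there were 4 adult and 4 neonatal libraries. The methods give TMX at P5 and sorting at P7 for neonates, and TMX at P35 and sorting at P42 for adults, and the sample labels give the same ages, whereas the results section names P35 for adult bladders. cDNA was made and amplified by polymerase chain reaction with a kit for small cell numbers, without molecular identifiers, so intervals and limits given here cover counting error only. The authors trimmed the reads, mapped them to mm10 with Tophat, retained uniquely mapped reads and counted them on genes with HTSeq in union mode. They deposited whole-number counts without normalization for 43432 genes listed by Ensembl identifier, although the methods name a UCSC gene set. GENCODE M21, an annotation of the same build, named 42462 of them. The paper's text does not state whether the counting used strand, so values of genes with an antisense neighbor are uncertain, as are those of paralogs that share reads. Reads counted on genes numbered 21073540, 19341756, 19283076 and 16308403 in adult replicates 1 to 4 and 15958036, 18143318, 15637152 and 19598930 in neonatal replicates 1 to 4. A further 5.94% to 9.78% of reads per library fell on no gene.
Counts were normalized by edgeR's TMM method and are given as CPM, the unit that the filter in the methods uses. In each library, a count of 0 allows up to 3 counts, which corresponds to between 0.139 and 0.192 CPM. Following the filter in the methods, a gene was tested if it had at least 5 counts in total and more than 0.5 CPM in at least 3 libraries. Neonatal and adult libraries were compared by edgeR's quasi-likelihood test, and a gene was called differentially expressed at an adjusted p-value (Benjamini-Hochberg) below 0.05 and a fold change above 1.5. The methods name edgeR, both thresholds and quantile normalization, but not which edgeR test was run. No pair of libraries was a duplicate, since the correlation of log2 CPM between libraries of the same age, computed across genes, was between 0.738 and 0.900.
Krt5 (ENSMUSG00000061527, chromosome 15 of mm10, 101707070 to 101712898), the gene whose promoter marks the sorted cells, had between 393 and 819 CPM in every library. The bladders are described as female, and sex-linked transcripts were read in each library. Xist, which is transcribed from the inactive X chromosome, had between 55.5 and 170 CPM in 7 libraries and 0 counts in neonatal replicate 2. In neonatal replicate 2 the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 88.8, 104.6, 22.2 and 22.8 CPM, whereas none of them was above 0.815 CPM in any other library.

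**Figure D1:**
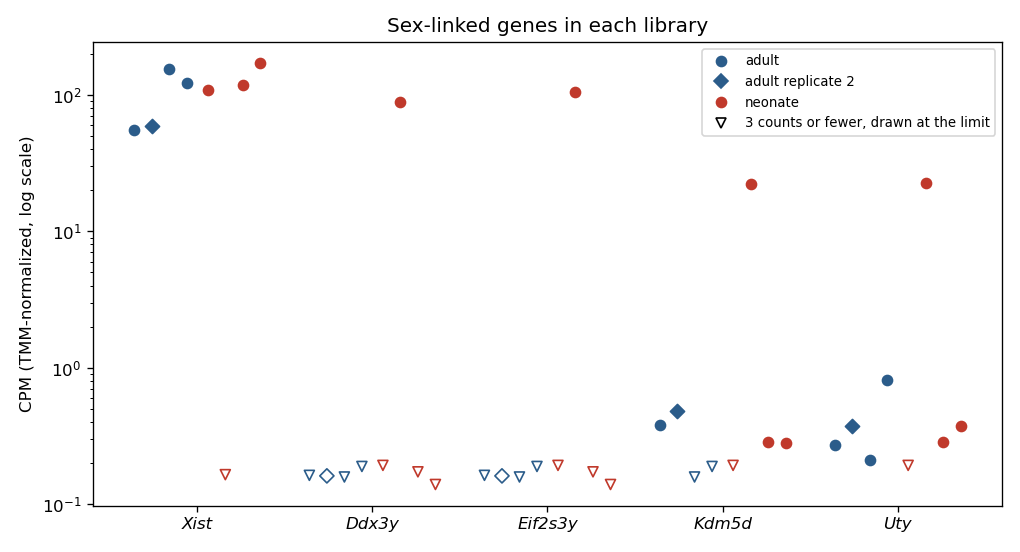
CPM (log scale) of Xist and of 4 Y-linked genes in each of the 8 libraries, with one symbol per library and open symbols for libraries with 3 counts or fewer, drawn at the limit. Neonatal replicate 2 has Y-linked transcripts at 22.2 to 104.6 CPM and no Xist, and the other 7 libraries have Xist at 55.5 to 170 CPM.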

Given the distinct progenitor capacities observed by neonatal and adult K5-UCs, we sorted K5-UCs from P7 and P35 bladders and used RNAseq to determine whether functional differences could be explained by gene expression. Principal component analysis identified distinct clusters between neonate and adult samples, and substantiated removal of one adult outlier (Supplemental Fig. S5*A*). 

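The paper's text does not say which adult library was removed, but the heatmaps in Fig. 4, C and G, have 3 adult columns. Their colors were compared with the counts after leaving out each adult library in turn. Without adult replicate 2, the correlation of colors and counts, across genes and libraries, was 0.9905 for the proliferation heatmap and 0.9935 for the differentiation heatmap. The next best choices gave 0.8408 and 0.8248. The 7 libraries without adult replicate 2 are therefore given first throughout, followed by all 8.
Principal components were computed from log2 CPM of the tested genes, centered but not scaled. Over the 7 libraries, the first component (PC1) held 32.6% of the variance, with scores from −93.4 to −66.6 in adults and from 45.5 to 67.7 in neonates. The ages did not overlap (exact permutation test on the mean score, two-sided, p = 0.0286, the smallest that 3 against 4 allows). Over all 8 libraries, PC1 held 31.0% of the variance, and adult replicate 2 lay at −183.5, against −31.8 to 13.5 in the other adults and 40.5 to 77.4 in neonates (p = 0.0286, exact permutation test, the smallest that 4 against 4 allows). PC2, with 21.0% of the variance, placed adult replicate 2 at 72.7, the other adults between −91.3 and −73.4, and the neonates between 36.8 and 54.1. Adult replicate 2 correlated with the other adults at 0.758 on average and with the neonates at 0.729, across genes. When any one neonatal library was left out of the 8, the exact permutation test on PC1 gave p = 0.0571. The reason the paper gives for the removal is the position of the library in its principal component analysis.
Adult replicate 2 also differed in transcripts of other cell types. The 6 fibroblast genes Col1a1, Col1a2, Col3a1, Dcn, Lum and Pdgfra summed to 28286 CPM in this library, to 1303, 1060 and 468 CPM in adult replicates 1, 3 and 4, and to between 1.03 and 460 CPM in neonates.

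**Figure D2:**
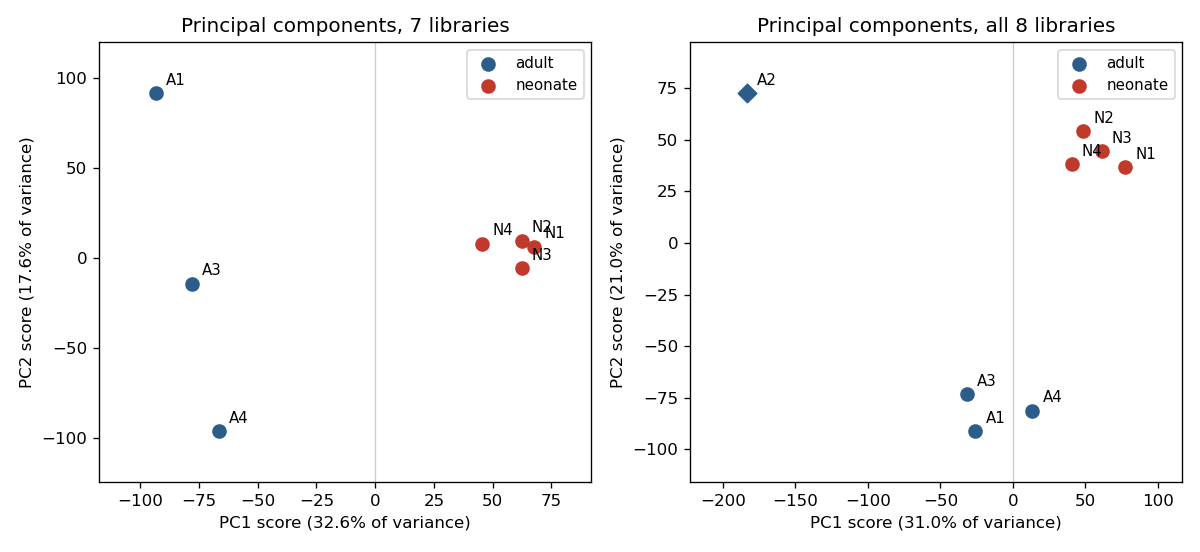
Scores on the first 2 principal components for the 7 libraries without adult replicate 2 (left) and for all 8 libraries (right), with adults (A) and neonates (N) labeled by replicate and adult replicate 2 drawn as a diamond. PC1 separates the ages in both panels, and adult replicate 2 lies at −183.5 on PC1 and 72.7 on PC2.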

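Of the 13481 genes tested over the 7 libraries, 597 were differentially expressed, of which 275 were higher and 322 lower in neonates. No adult library overlapped any neonatal library in 2479 of the tested genes, or 18.4%, whereas chance would leave 5.71% of genes without overlap. Of the genes higher in neonates, 67 had 3 counts or fewer in every adult library, and 30 of the lower genes had 3 counts or fewer in every neonatal library, so the size of their change is known only as a lower bound. With adult replicate 2 included, 147 of 13938 genes were differentially expressed, 54 higher and 93 lower in neonates. Of these, 145 were also among the 597, each in the same direction, and 452 were differentially expressed only without adult replicate 2. DESeq2 in place of edgeR gave the most genes of the alternatives tried, 1152 over the 7 libraries and 774 over the 8. Limma-voom with quantile normalization gave 259 higher and 347 lower over the 7 libraries, and turned the balance over the 8 to 75 higher and 55 lower, while moving the median log2 fold change of all tested genes from −0.02 to 0.08. Leaving out one more library gave between 305 genes, without adult replicate 4, and 451 genes, without neonatal replicate 1, from the 7. Leaving out one of the 8 other than adult replicate 2 gave between 29 genes, without neonatal replicate 4, and 100 genes, without adult replicate 4. Without neonatal replicate 2, which has Y-linked transcripts, 312 genes were differentially expressed, and 300 of them were among the 597.
By the smallest p among non-overlapping genes with at least 10 CPM on average over the 8 libraries, the leading genes include Wnt10a, Upk3bl, Errfi1 and Bex4, which were higher in neonates, and the lower genes B2m, Akr1b8, Slpi, Saa3 and Idi1. These 9 were differentially expressed over both sets of libraries. B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) had a log2 fold change of −3.25 (standard error 0.17, adjusted p = 1.34e-05, edgeR's quasi-likelihood test), from 531 ± 40.8 CPM (SD, n = 3) in adults to 55.6 ± 9.48 CPM (SD, n = 4) in neonates. Saa3 had 3 counts or fewer in every neonatal library and was at least 631-fold lower in neonates than in the 3 adults, but limma-voom did not call it over the 7 libraries, with adjusted p values of 0.0610 under quantile normalization and 0.0563 with sample quality weights. Upk3bl, a paralog of Upk3a and Upk3b, and Saa3, which has paralogs of its own, are uncertain where reads are shared.

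**Figure D3:**
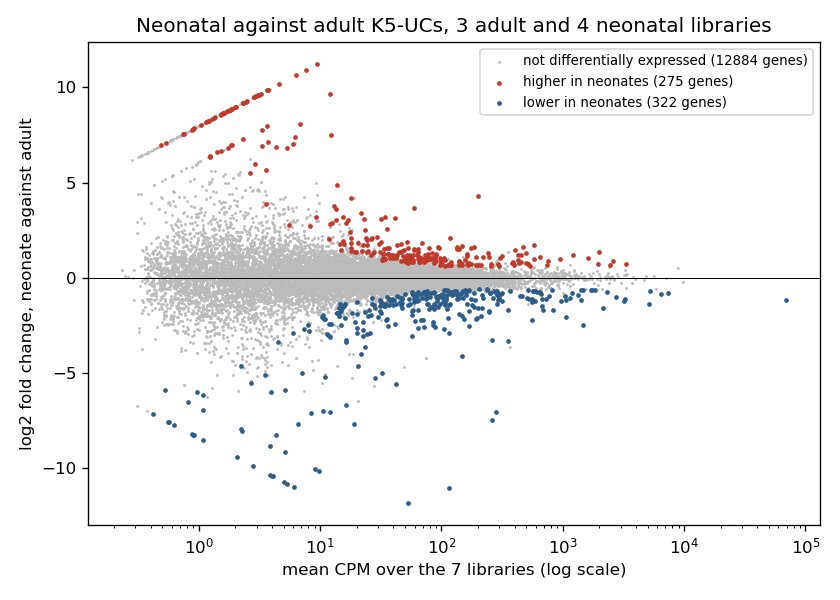
Log2 fold change of neonatal against adult K5-UCs (vertical axis) and mean CPM over the 7 libraries (horizontal axis, log scale) for 13481 genes, one point per gene. Red points are the 275 genes higher and blue points the 322 genes lower in neonates, and fitted values at the diagonal edges belong to genes with almost no counts in one age and depend on the prior count.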

Our RNA-seq analysis unveiled 645 differentially expressed genes (DEGs) in neonates, with 311 upregulated and 334 downregulated (Supplemental Fig. S5, *B* and *C*). Gene Ontology (GO) analysis demonstrated that the upregulated genes in neonates were predominantly associated with cellular proliferation (17 of top 20 GO terms), whereas downregulated genes were predominantly associated with metabolic processes (Fig. 4*A* and Supplemental Fig. S5*D*). 

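GO terms were not used here. Mouse Reactome sets with 15 to 500 tested genes were examined by a one-sided Fisher's exact test against the tested genes found in any set, with Benjamini-Hochberg adjustment over sets and directions. Without adult replicate 2, 658 sets were tested, and 15 were enriched among the genes higher in neonates. They were led by Resolution of Sister Chromatid Cohesion (12 of its 87 genes, adjusted p = 0.000134, Fisher's exact test) and Mitotic Prometaphase (12 of 94, adjusted p = 0.000253), and Cell Cycle held 23 of 439 (adjusted p = 0.00721). The lower genes were enriched in 10 sets, led by Biological Oxidations (23 of 91, adjusted p = 1.17e-11, Fisher's exact test), Phase II Conjugation (14 of 52, adjusted p = 5.72e-07) and Glutathione Conjugation (9 of 27, adjusted p = 5.83e-05), with Cholesterol Biosynthesis at 7 of 22 (adjusted p = 0.000957). With all 8 libraries, 17 of the higher genes were in any set, no set was enriched among them, and 3 had an unadjusted p below 0.05. The lower genes were enriched in 10 sets, of which 5 were among the 10 over the 7 libraries, including Biological Oxidations (8 of 93, adjusted p = 0.00400, Fisher's exact test) and Cholesterol Biosynthesis. Phase II Conjugation and Glutathione Conjugation were not among them, and the other 5 were sets of the immune system and antigen presentation.
Gene lists were tested by camera with a preset correlation of 0.01, adjusted over 13 lists, of which 11 do not depend on these libraries and 2 are the genes of Fig. 4, C and G, which the study chose from them. In the 7 libraries, the G2/M phase list of 51 genes was higher in neonates, with a median log2 fold change of 2.01, 45 genes higher and an adjusted p of 4.45e-15 by camera. With the 12 genes at the limit set to their bounds, the median was also 2.01. The S phase list of 39 genes had a median of 0.42 (28 higher, adjusted p = 0.00222). Xenobiotic metabolism genes were lower, with a median of −0.85 over 66 genes, 47 of them lower (adjusted p = 1.43e-07), and 82 oxidative phosphorylation genes had a median of −0.26, 67 of them lower (adjusted p = 0.000264). In all 8, the medians were 0.50 for G2/M phase (adjusted p = 6.66e-07), 0.21 for S phase (adjusted p = 0.0470), −0.85 for xenobiotic metabolism (adjusted p = 2.79e-06) and −0.26 for oxidative phosphorylation (adjusted p = 2.78e-05). With a correlation estimated from the data, G2/M phase held only over the 7 libraries (adjusted p = 0.0197, against 0.385 over the 8), xenobiotic metabolism held over both, and S phase and oxidative phosphorylation held over neither. By fry, S phase and G2/M phase held only over the 7 libraries, xenobiotic metabolism over both sets, and oxidative phosphorylation over neither. Adding adult replicate 2 moved the G2/M median from 2.01 to 0.50, and requiring at least 10 counts in every one of the 7 libraries moved it to 0.65. With no filter on low counts, the median of xenobiotic metabolism over the 7 was −0.24. Both lists kept their calls in these fits. Among the 7 libraries, leaving out adult replicate 1 moved the median of xenobiotic metabolism to −0.38 and that of oxidative phosphorylation to −0.12, the latter with an adjusted p of 0.116 by camera. The S phase median was 0.27 without neonatal replicate 4 and 0.64 without adult replicate 4. Over the 8 libraries, 6 of the 8 fits that each left out one library moved S phase above the threshold, with medians down to 0.02 without neonatal replicate 2.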

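The heatmap of epithelial proliferation genes in Fig. 4C names 19 genes, which the study chose from these libraries. Without adult replicate 2, 18 of them were tested, all 18 were higher in neonates, and their median log2 fold change was 0.96. As a list they were higher than the other genes (adjusted p = 5.71e-08, camera), and this held by fry and with an estimated correlation, but it is not independent evidence. Of the 18, 3 were differentially expressed when adjusted over all tested genes, namely Klk8, Klf9 and Zfp36, and 9 when adjusted over the list alone. Zfp36 (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253) rose from 190 ± 9.32 CPM (SD, n = 3) in adults to 387 ± 24.9 CPM (SD, n = 4) in neonates (log2 fold change 1.02, standard error 0.13, adjusted p = 0.00172, edgeR's quasi-likelihood test). Prkd1 was too low to be tested. Among all 8 libraries, 17 of 19 were higher in neonates with a median of 0.65, and 1, Klk8, was differentially expressed, or 7 when adjusted over the list alone. The exceptions in direction were Mdk and Cdh3. Mdk had 89.3 CPM in adult replicate 2, between 2.20 and 3.24 CPM in the other adults and between 3.64 and 15.9 CPM in neonates. Cdh3 had 62.9 CPM in adult replicate 2, between 0.753 and 6.48 CPM in the other adults and between 6.13 and 12.0 CPM in neonates.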

Gene set enrichment analysis highlighted the upregulation of genes associated with epithelial proliferation (Fig. 4, *B* and *C*). An in-depth examination of UC markers found that neonatal K5-UCs exhibited heightened expression levels of certain basal (*Krt15* and *Krt14*) and cycling (*Top2a*, *Mki67*, and *Birc5*) genes (Supplemental Fig. S5*E*) (35, 36). 

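Of the basal genes, Krt14 (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548) was higher in neonates over the 7 libraries, at 98.6 ± 48.4 CPM (SD, n = 4) against 7.77 ± 8.83 CPM (SD, n = 3) in adults. Its log2 fold change was 3.66 (standard error 0.76, adjusted p = 0.0280, edgeR's quasi-likelihood test). Without adult replicate 4, neonatal replicate 1 or neonatal replicate 2, its adjusted p rose above the threshold, to 0.0857, 0.0529 and 0.0630 in edgeR, and it was 0.0527 by voom with sample quality weights. Krt15 (ENSMUSG00000054146, chromosome 11, 100131758 to 100135928) differed by less, at 3537 ± 151 CPM (SD, n = 4) against 3100 ± 331 CPM (SD, n = 3), and was not differentially expressed (log2 fold change 0.19, adjusted p = 0.460, edgeR). Keratin genes are paralogs, and reads shared between them were not counted where they mapped to more than one place.
Among the cycling genes, Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) had 3 counts or fewer in each of the 3 adult libraries and 10.9 ± 5.08 CPM (SD, n = 4) in neonates, at least 57.4-fold higher (adjusted p = 0.00450, edgeR's quasi-likelihood test), but limma-voom did not call it, with adjusted p values of 0.0575 under quantile normalization and 0.0765 with sample quality weights. Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743) had 22.1 ± 8.62 CPM (SD, n = 4) in neonates and 1.80 ± 0.478 CPM (SD, n = 3) in adults (log2 fold change 3.62, standard error 0.52, adjusted p = 0.00421, edgeR), and it was not called by voom with sample quality weights (adjusted p = 0.0905). Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was 31.8 ± 23.4 CPM (SD, n = 4) in neonates and, in adult replicates 1, 3 and 4, 5.12, 0 and 0 CPM. Every neonatal library lay above every one of these adults, but the difference did not pass over all genes (log2 fold change 4.21, standard error 1.40, adjusted p = 0.136, edgeR). Without adult replicate 1, the only one of these adults with a count, the adjusted p was 0.00769, and it lay between 0.162 and 0.292 when any other library was left out instead.
In adult replicate 2, Top2a, Mki67 and Birc5 were at 32.9, 34.6 and 84.7 CPM, Krt14 at 65.1 CPM and Krt15 at 1443 CPM. Over all 8 libraries none of the 5 genes was differentially expressed, with adjusted p values of 0.353 for Krt14, 0.515 for Krt15, 0.961 for Top2a, 0.724 for Mki67 and 0.993 for Birc5 by edgeR's quasi-likelihood test. Birc5 then had a log2 fold change of −0.05, with 22.5 ± 41.4 CPM (SD, n = 4) in adults, and its sign changed to 2.04 under limma-voom with quantile normalization. Of the 15 genes that the paper names in its text for this experiment, 14 were higher in neonates over the 7 libraries, 9 differentially expressed over all genes and 11 when adjusted over the list alone. Over the 8 libraries these numbers were 14, 1 and 7, and since the study picked the genes from these libraries, the adjustment over the list alone is not independent evidence.

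**Figure D4:**
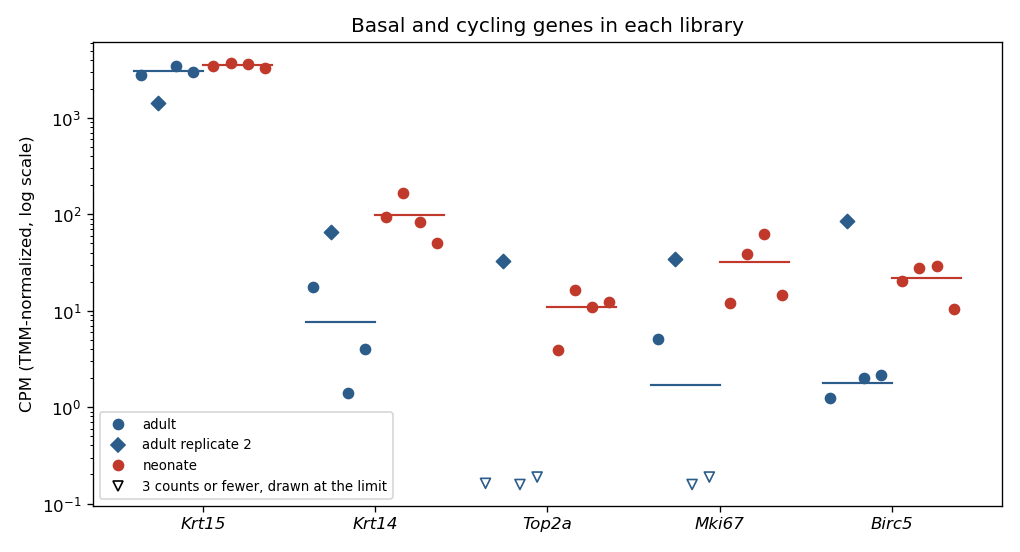
CPM (log scale) of Krt15, Krt14, Top2a, Mki67 and Birc5 in each library, with open triangles for libraries with 3 counts or fewer drawn at the limit and lines at the mean of each age without adult replicate 2. Adult replicate 2, the diamond, lies among or above the neonates for Krt14, Top2a, Mki67 and Birc5 and below the other adults for Krt15.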

Transcription factor analyses revealed higher expression levels of protooncogenes in neonatal K5-UC, including Fos, Jun, Myc, and Egr1, indicating their potential roles in promoting cell proliferation (Supplemental Fig. S5*F*). 

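Transcription factor activities were not estimated here, and the transcript levels of the 4 genes are given instead. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) rose from 201 ± 13.6 CPM (SD, n = 3) in adults to 550 ± 128 CPM (SD, n = 4) in neonates over the 7 libraries, a log2 fold change of 1.45 (standard error 0.19, adjusted p = 0.00246, edgeR's quasi-likelihood test). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) rose from 246 ± 25.9 CPM (SD, n = 3) to 570 ± 132 CPM (SD, n = 4), with a log2 fold change of 1.21 (standard error 0.19, adjusted p = 0.00636, edgeR). Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) had a log2 fold change of 0.74 (standard error 0.15, adjusted p = 0.0230, edgeR), from 1418 ± 284 CPM (SD, n = 3) to 2376 ± 165 CPM (SD, n = 4). Its adjusted p lay between 0.0586 and 0.0897 when adult replicate 1, adult replicate 4, neonatal replicate 2 or neonatal replicate 4 was left out. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was at 71.6 ± 17.1 CPM (SD, n = 3) in adults and 145 ± 48.9 CPM (SD, n = 4) in neonates, and did not pass (log2 fold change 1.02, adjusted p = 0.0656, edgeR), although every neonatal library lay above every one of these adults. In DESeq2 its adjusted p was 0.00314, and over all alternatives it lay between 0.00314 and 0.182. Over all 8 libraries, the log2 fold changes were 1.05 for Egr1, 1.19 for Jun, 0.95 for Fos and 0.89 for Myc, and only Jun passed (adjusted p = 0.0198, edgeR), although it did not when adult replicate 1 or 3 or neonatal replicate 2, 3 or 4 was also left out (adjusted p between 0.0535 and 0.0623, edgeR). Adult replicate 2 had 453 CPM of Egr1, 255 of Jun, 664 of Fos and 96.9 of Myc.
The 18 tested genes of an immediate early list, fixed without reference to these libraries and holding Fos, Jun and Egr1 but not Myc, had a median log2 fold change of 1.00 over the 7 libraries, with 15 genes higher in neonates (adjusted p = 7.31e-06, camera). Adding adult replicate 2 gave a median of 0.88 (adjusted p = 5.53e-06, camera). The call held by fry over both sets of libraries, and with an estimated correlation only over the 8 (adjusted p = 0.0718 over the 7). A stronger response to cell dissociation in neonates could not be told apart from an effect of age on these genes.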

EdU incorporation assays confirmed increased K5-UC proliferation in neonates compared with adults (Fig. 4, *D* and *E*). Gene set enrichment analysis also highlighted the upregulation of genes associated with epithelial differentiation (Fig. 4, *F* and *G*) in neonatal K5-UCs, where higher levels of intermediate and superficial cell markers (*Upk2a*, *Upk1a*, *Krt18*, *Krt7*, and *Krt19*) indicated an increased capacity for cell differentiation (Supplemental Fig. S5*E*) (35). This analysis illuminates the molecular distinctions that underlie the enhanced progenitor potential of neonatal K5-UCs cells compared with their adult counterparts, shedding light on their unique biological properties.

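The 32 genes named in the heatmap of Fig. 4G were all higher in neonates over the 7 libraries, with a median log2 fold change of 0.99 (adjusted p = 2.05e-09, camera), which held by fry and with an estimated correlation. The study chose these genes from the same libraries, so this is not independent evidence. Of the 32, 4 were differentially expressed over all genes, namely Krt14, Errfi1, Evpl and Zfp36, and 9 when adjusted over the list alone. Errfi1 (ENSMUSG00000028967, chromosome 4, 150853919 to 150868892) rose from 41.0 ± 4.53 CPM (SD, n = 3) to 174 ± 29.8 CPM (SD, n = 4), a log2 fold change of 2.09 (standard error 0.19, adjusted p = 0.000308, edgeR's quasi-likelihood test). Among all 8, 28 of the 32 were higher, the median was 0.82, and Errfi1 was differentially expressed, with 6 genes passing when adjusted over the list alone.
Of the intermediate and superficial cell markers, the gene that the paper writes as Upk2a was read as Upk2 (ENSMUSG00000041523, chromosome 9, 44452715 to 44454976). It had 473 ± 65.4 CPM (SD, n = 4) in neonates and 295 ± 4.01 CPM (SD, n = 3) in adults over the 7 libraries, a log2 fold change of 0.68 (standard error 0.14, adjusted p = 0.0262, edgeR's quasi-likelihood test). Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) had a log2 fold change of 0.65 (standard error 0.15, adjusted p = 0.0378, edgeR), and Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) of 0.73 (standard error 0.17, adjusted p = 0.0393, edgeR). Each of these 3 calls was lost when adult replicate 1, 3 or 4 or neonatal replicate 2 was left out, Krt18 and Krt19 also without neonatal replicate 1, and Krt18 also without neonatal replicate 3. Krt7 (ENSMUSG00000023039, chromosome 15, 101411043 to 101430313) had 2538 ± 331 CPM (SD, n = 4) in neonates and 2108 ± 86.1 CPM (SD, n = 3) in adults, and was not differentially expressed (log2 fold change 0.27, adjusted p = 0.321, edgeR). Its adjusted p was 0.0402 on quantile-normalized counts in edgeR and 0.0196 by limma-voom with quantile normalization, with log2 fold changes of 0.31 in both, below the threshold for fold change. Upk1a (ENSMUSG00000006313, chromosome 7, 30603092 to 30612847) did not differ detectably, at 3844 ± 929 CPM (SD, n = 4) in neonates and 4037 ± 108 CPM (SD, n = 3) in adults (log2 fold change −0.07, adjusted p = 0.903, edgeR). Its sign depended on the scaling, with a log2 fold change of 0.24 on quantile-normalized counts and 0.22 by limma-voom with quantile normalization. With all 8 libraries the log2 fold changes were 0.83 for Upk2, 0.79 for Krt18, 0.86 for Krt19, 0.44 for Krt7 and 0.12 for Upk1a, and the smallest adjusted p was 0.0876, for Krt19 (same test). Adult replicate 2 had less of each than every other library, with 176, 1151, 1591, 1133 and 2012 CPM in this order. From the higher levels of these markers, the paper reasons that neonatal K5-UCs have an increased capacity for cell differentiation.

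**Figure D5:**
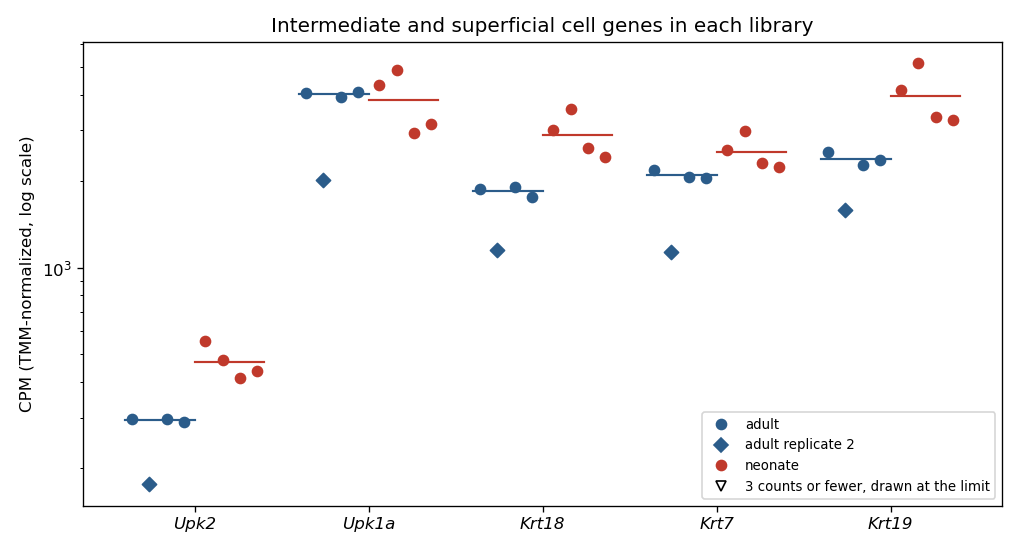
CPM (log scale) of Upk2, Upk1a, Krt18, Krt7 and Krt19 in each library, with lines at the mean of each age without adult replicate 2, which is drawn as a diamond. The neonates lie above the 3 circled adults for Upk2, Krt18, Krt7 and Krt19 and on both sides of them for Upk1a.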

**Figure 4.**
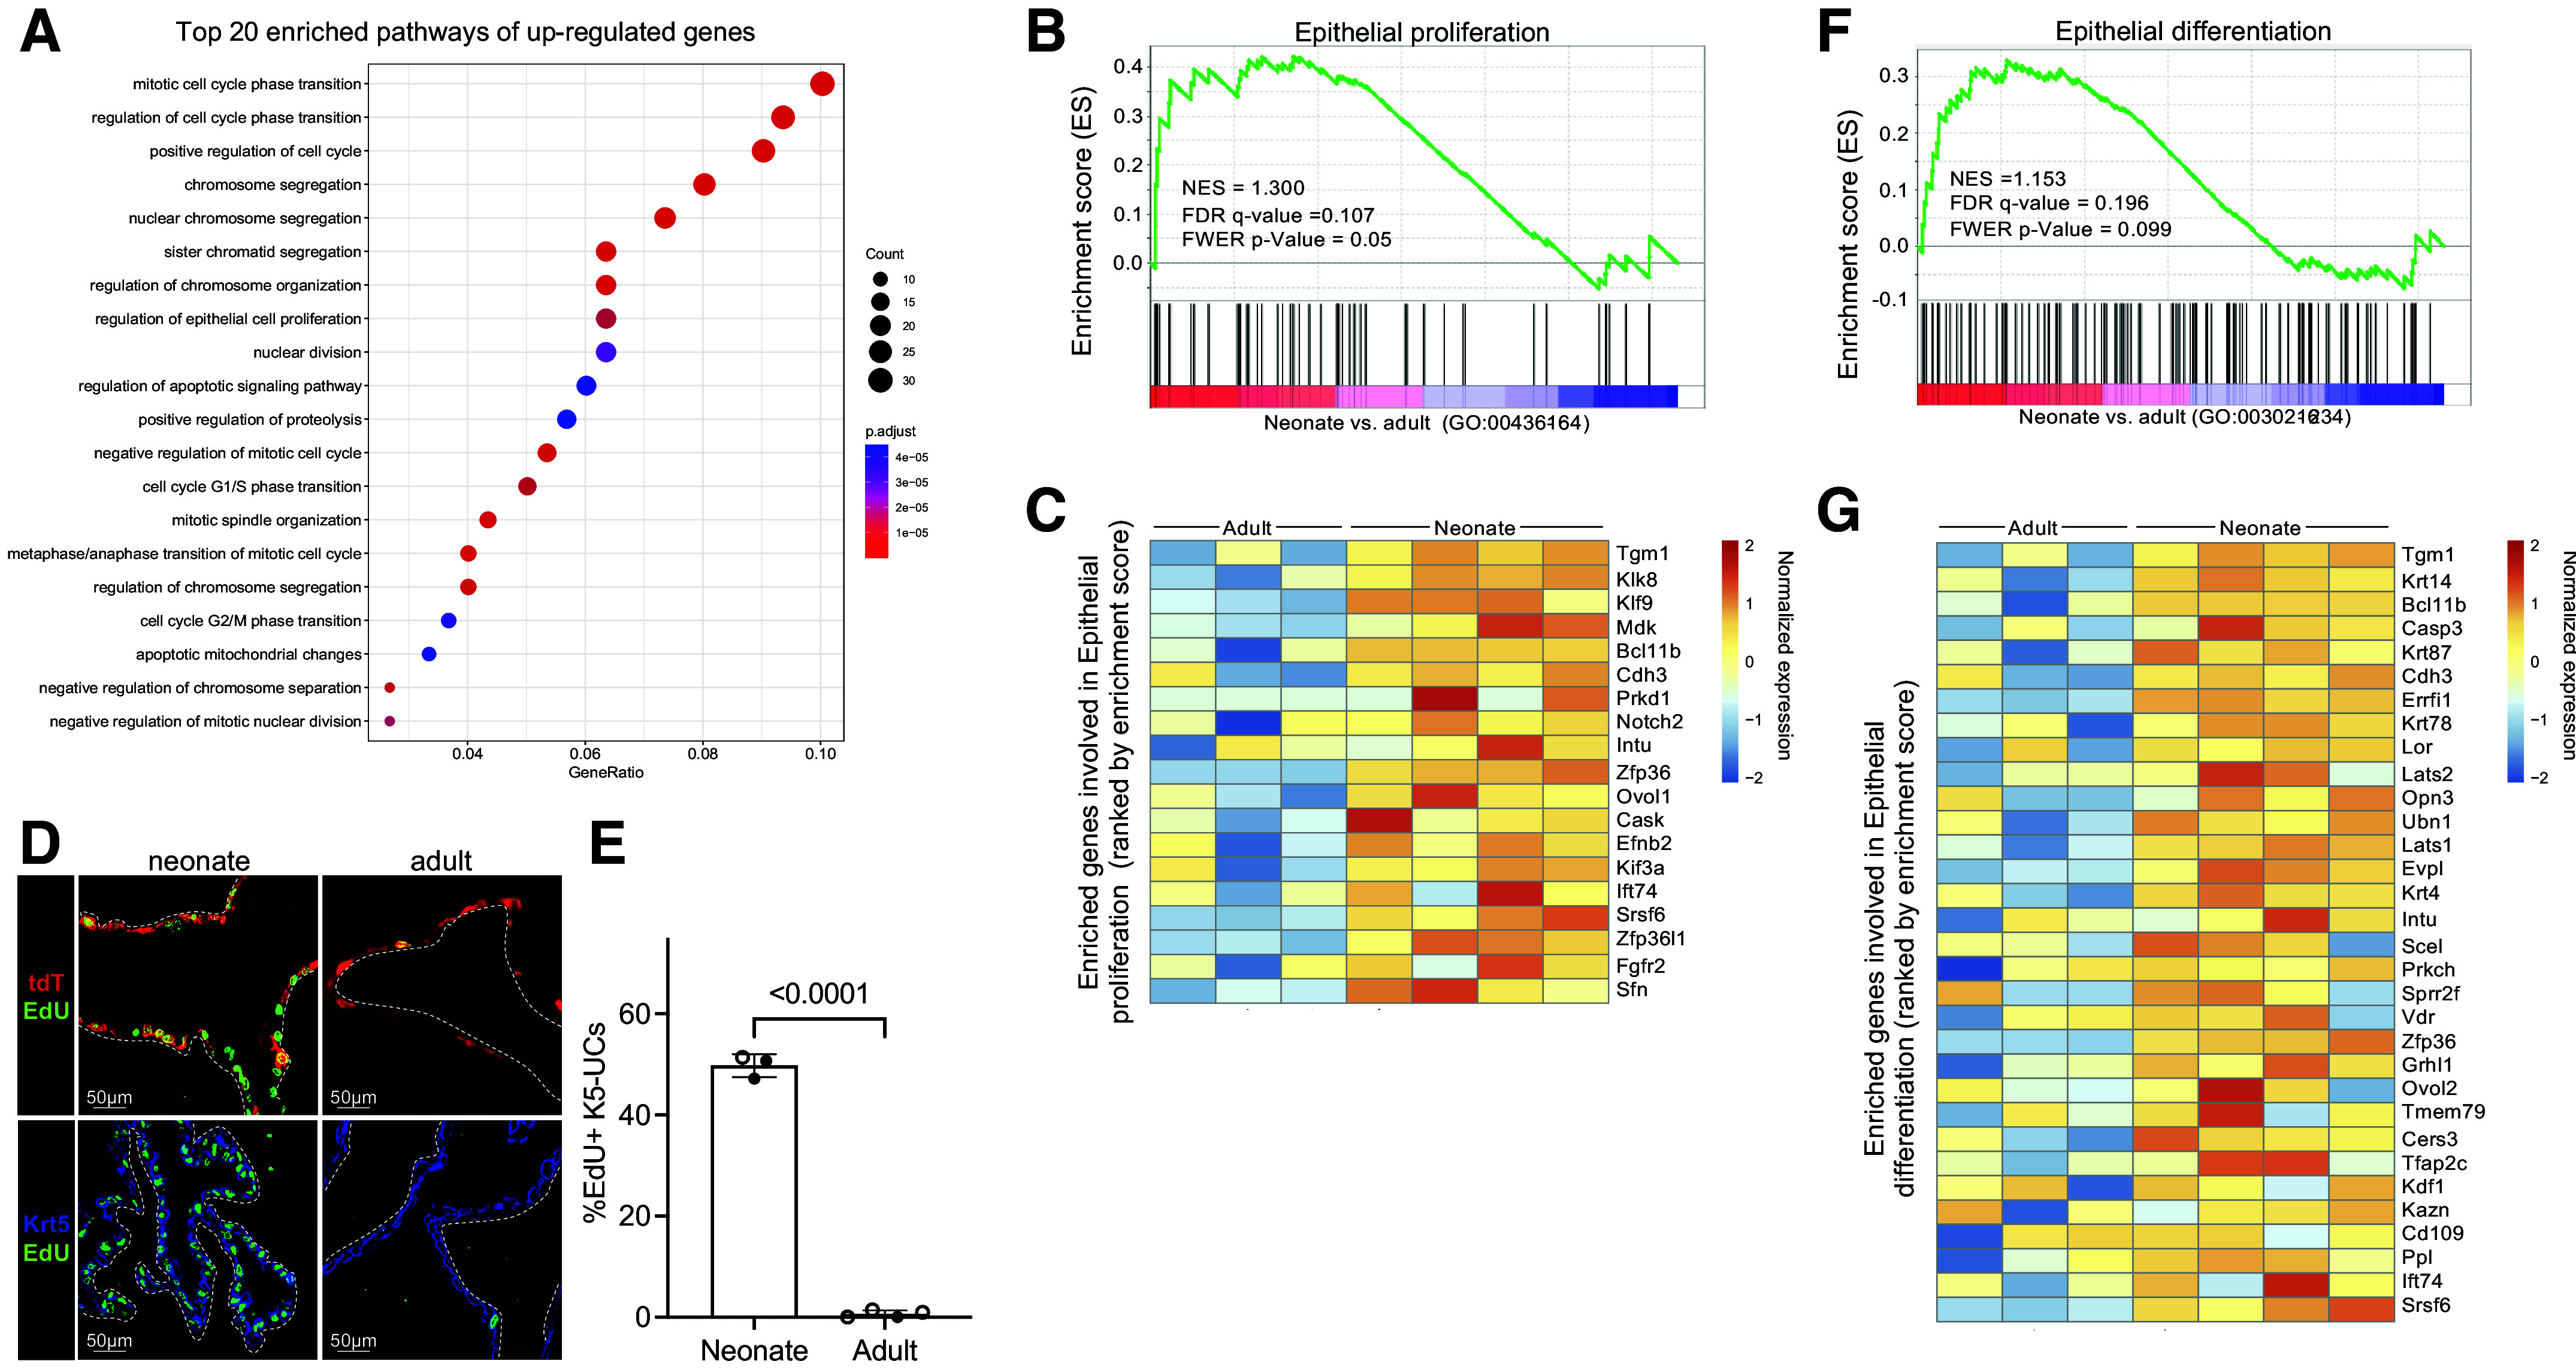
K5-UCs exhibit temporally distinct transcriptomes. *A*: top 20 enriched biological processes of upregulated genes in neonatal K5-UCs. *B*: gene set enrichment analysis for genes involved in epithelial proliferation (keratinocyte proliferation: GO:0043616) between neonates and adults. *C*: heatmap of differentially expressed genes involved in epithelial proliferation ranked by enrichment scores. *D*: representative micrographs showing tdT and EdU localization (*top*) and Krt5 and EdU localization (*bottom*) in neonate (P7) and adult (P35) bladders. White dashed line: urothelium basement membrane. *E*: graph showing the proliferative index in neonate (P7) and adult (P35) K5-UCs. Bars: mean; error bars: SD; *P* values: unpaired two-tailed *t* test. Closed circles: male; open circles: female. *F*: gene set enrichment analysis for genes involved in epithelial differentiation (keratinocyte differentiation: GO:0030216) between neonates and adults. *G*: heatmap of differentially expressed genes involved in epithelial differentiation ranked by enrichment scores. EdU, 5-ethynyl-20-deoxyuridine; K5-UCs, K5-expressing urothelial cells; Krt5, keratin 5.

### K5-UC Organoid-Forming Capacities Are Temporally Governed

Following our observation that the K5+ basal cell lineage gives rise to intermediate and superficial cells in a temporally restricted manner in vivo, and that pathways associated with cellular proliferation are enriched in neonatal K5-UCs, we used organoid assays to determine whether neonate progenitor capacity is maintained in vitro.

We confirmed that single tdT^K5^-UCs formed organoids in a clonal manner (tdT observed throughout the multicellular organoids, Supplemental Fig. S6*A*). Furthermore, when labeled with urothelial markers, organoids were found to organize into multicellular structures, with Krt5 expression around the perimeter (basal) and Upk expression around the lumen (apical), indicating that the tdT^K5^-UCs also self-organized and differentiated (Supplemental Fig. S6*B*).

Next, we compared organoid-forming capacity of neonate and adult K5-UCs. We found that tdT+ urothelial cells from neonatal (P7) mice formed more organoids and larger organoids than adult (P35) mice (Fig. 5, *A* and *B*, and Supplemental Fig. S6, *C* and *D*). To ensure our results were due to age-related differences in K5-UCs rather than different densities of K5-UCs at each age, we enriched K5-UCs by FACS and plated an equivalent number of tdT+ cells from neonate and adult bladders. Although the size of the organoids remained larger when comparing neonate and adult organoids, FACS enrichment of tdTs led to the formation of nearly fivefold more organoids compared with urothelium that was directly plated (Fig. 5, *C* and *D*).

**Figure 5.**
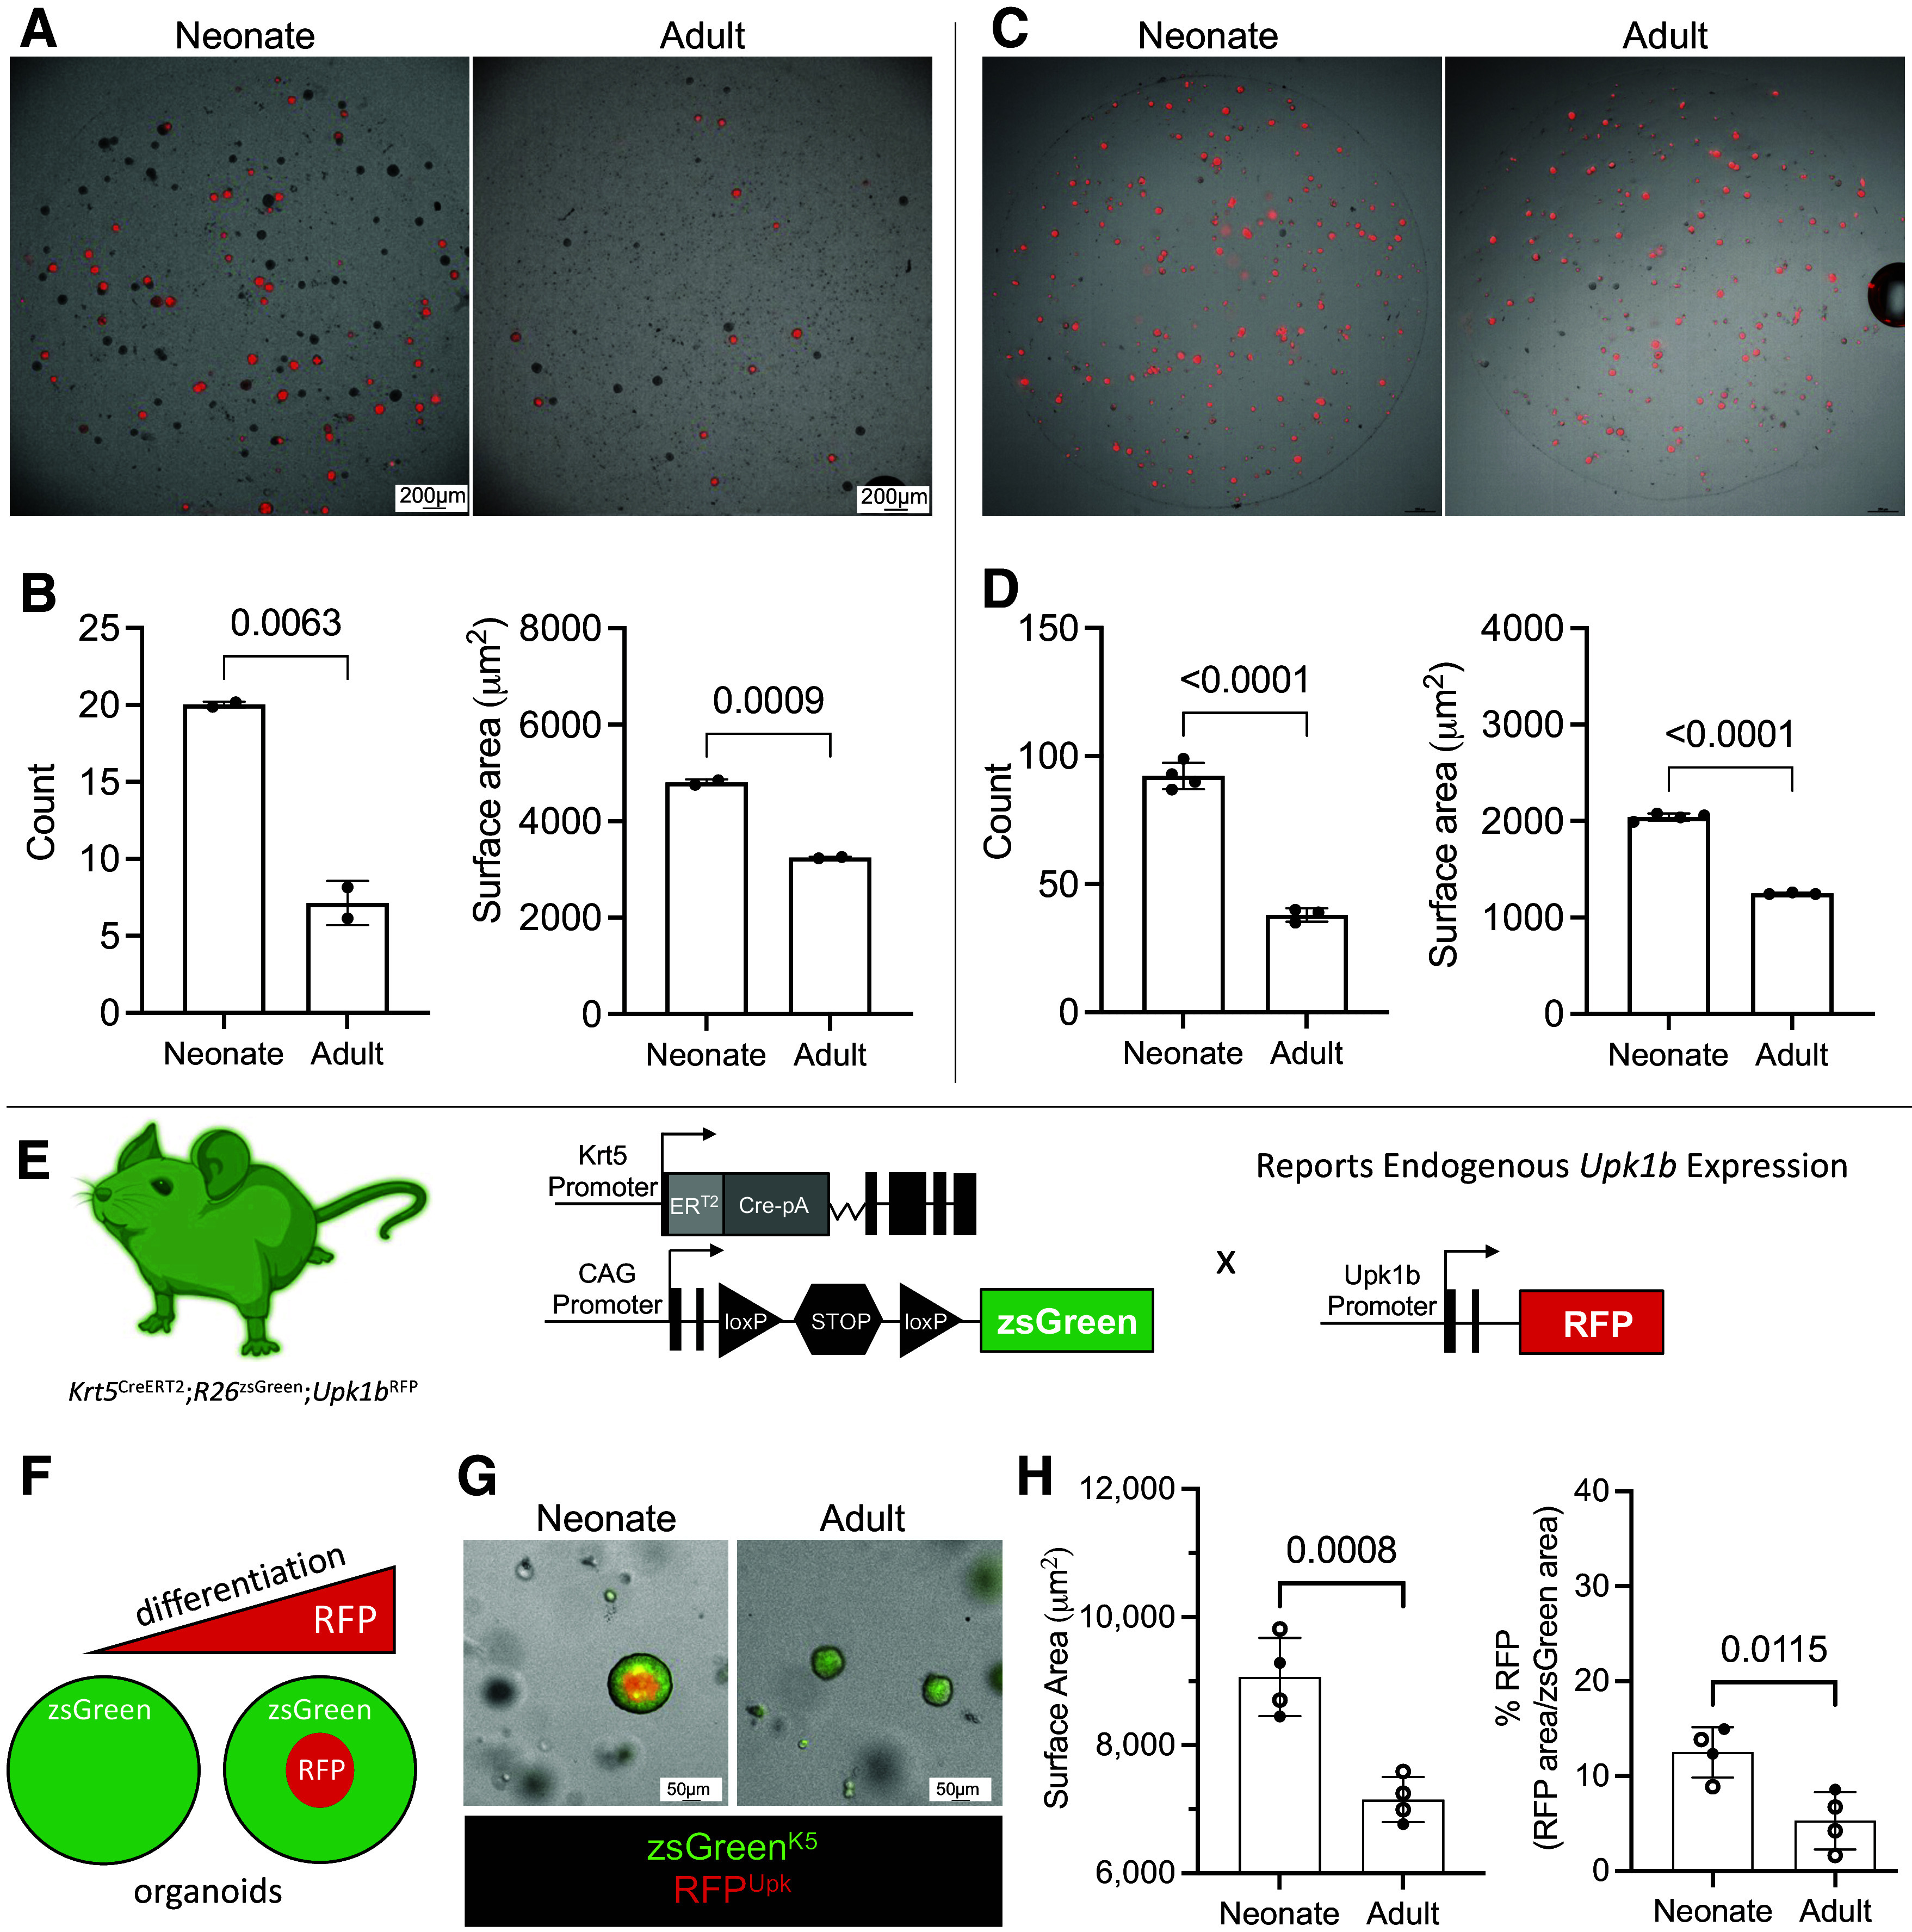
Neonatal K5-UCs maintain increased progenitor capacity in vitro. *A*: representative micrographs showing neonate (P7) and adult (P35) urothelium-derived organoids at 5 days. *B*: graphs showing the number (count) and size (surface area) of tdT+ organoids at 5 days. Bars: mean; error bars: SD; *P* values: unpaired two-tailed *t* test. Neonate (*n* = 2 Matrigel domes, sexes pooled), adult (*n* = 2 Matrigel domes, sexes pooled). *C*: representative micrographs showing neonate (P7) and adult (P35) urothelium-derived organoids established from FACS-enriched tdT+ urothelial cells at 5 days. *D*: graphs showing the number (count) and size (surface area) of the organoids established from FACS-enriched tdT+ urothelial cells at 5 days. Bars: mean; error bars: SD; *P* values: unpaired two-tailed *t* test. Neonate (*n* = 5 Matrigel domes, sexes pooled), adult (*n* = 3 Matrigel domes, sexes pooled). *E*: schematic of the *Krt5*^CreERT2^;*R26*^zsGreen^;*Upk1b*^RFP^ mouse and resultant dual reporter organoid model. *F*: schematic showing that organoids developed from *Krt5*^CreERT2^;*R26*^zsGreen^;*Upk1b*^RFP^ mice are zsGreen+ (K5-UC lineage) and those that differentiate express RFP from the endogenous *Upk1b* promoter in their interior (apical). *G*: representative micrographs showing neonate (P7) and adult (P35) urothelium-derived organoids at 7 days. zsGreen: Krt5 lineage, RFP: *Upk1b* expression. *H*: graphs showing the size (surface area) and percent RFP expressed by zsGreen+ organoids (RFP area/zsGreen area). Bars: mean; error bars: SD; *P* value: unpaired two-tailed *t* test. Neonate (*n* = 4 mice), adult (*n* = 4 mice). Closed circles: male; open circles: female. K5-UCs, K5-expressing urothelial cells; Krt5, keratin 5.

Next, we generated a dual reporter mouse (*Krt5*^CreERT2^;*R26*^zsGreen^;*Upk1b*^RFP^) to visualize K5-UC differentiation in organoid assays (Fig. 5*E*). These mice permanently express zsGreen in K5-UCs and their derivatives in a TMX-inducible manner, while RFP expression is regulated by the endogenous *Upk1b* promoter (Fig. 5, *E* and *F*). We again confirmed that organoids formed from neonatal K5-UCs were larger than adults (Fig. 5, *G* and *H*), and observed increased RFP in organoids formed from neonatal K5-UCs compared with adults (Fig. 5, *G* and *H*). These data confirm our in vivo observations and RNAseq results and underscore the heightened progenitor capacity in neonate K5-UCs.

### FGF7-Induced K5-UC Proliferation Restores Progenitor Potential In Vivo

K5-UC proliferation and progenitor capacity are inversely correlated with age, leading us to hypothesize that induced proliferation may restore progenitor potential of adult K5-UCs. Transcriptional profiling identified increased *Fgfr2* in neonate K5-UCs (Fig. 4*C*), the urothelial receptor for the potent mitogen Fgf7. 

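In the RNA-seq libraries, Fgfr2 (ENSMUSG00000030849) is annotated on chromosome 7 from 130162451 to 133123350, on the reverse strand of mm10. It had 182, 110, 190 and 151 CPM in neonatal replicates 1 to 4, a mean of 158 ± 36.1 CPM (SD, n = 4) over the 7 libraries. Adult replicates 1, 3 and 4 had 132, 76.8 and 142 CPM, a mean of 117 ± 34.9 CPM (SD, n = 3). The log2 fold change of 0.44 (standard error 0.25) did not pass the threshold (adjusted p = 0.408 over all genes, edgeR's quasi-likelihood test, and p = 0.200, exact permutation test, two-sided). When all 8 were compared, with 52.8 CPM in adult replicate 2, the log2 fold change was 0.65 (standard error 0.31, adjusted p = 0.395, edgeR), and 3 of the 4 neonatal libraries lay above every adult. Adjusted over the list of text genes alone, its p was 0.123 over the 7 libraries. Fgfr2 was higher in neonates under every alternative tried, with log2 fold changes between 0.21 and 0.86, the lowest without adult replicate 3 of the 7, and its smallest adjusted p was 0.251.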

We found increased pFrs2 and pErk1/2 expression in neonatal K5-UCs, suggesting activation of the proliferative Fgf7-Fgfr2 signaling pathway (Fig. 6, *A*–*C*) (37). We thus investigated whether recombinant FGF7 could restore lineage-restricted adult K5-UCs (34, 38, 39).

**Figure 6.**
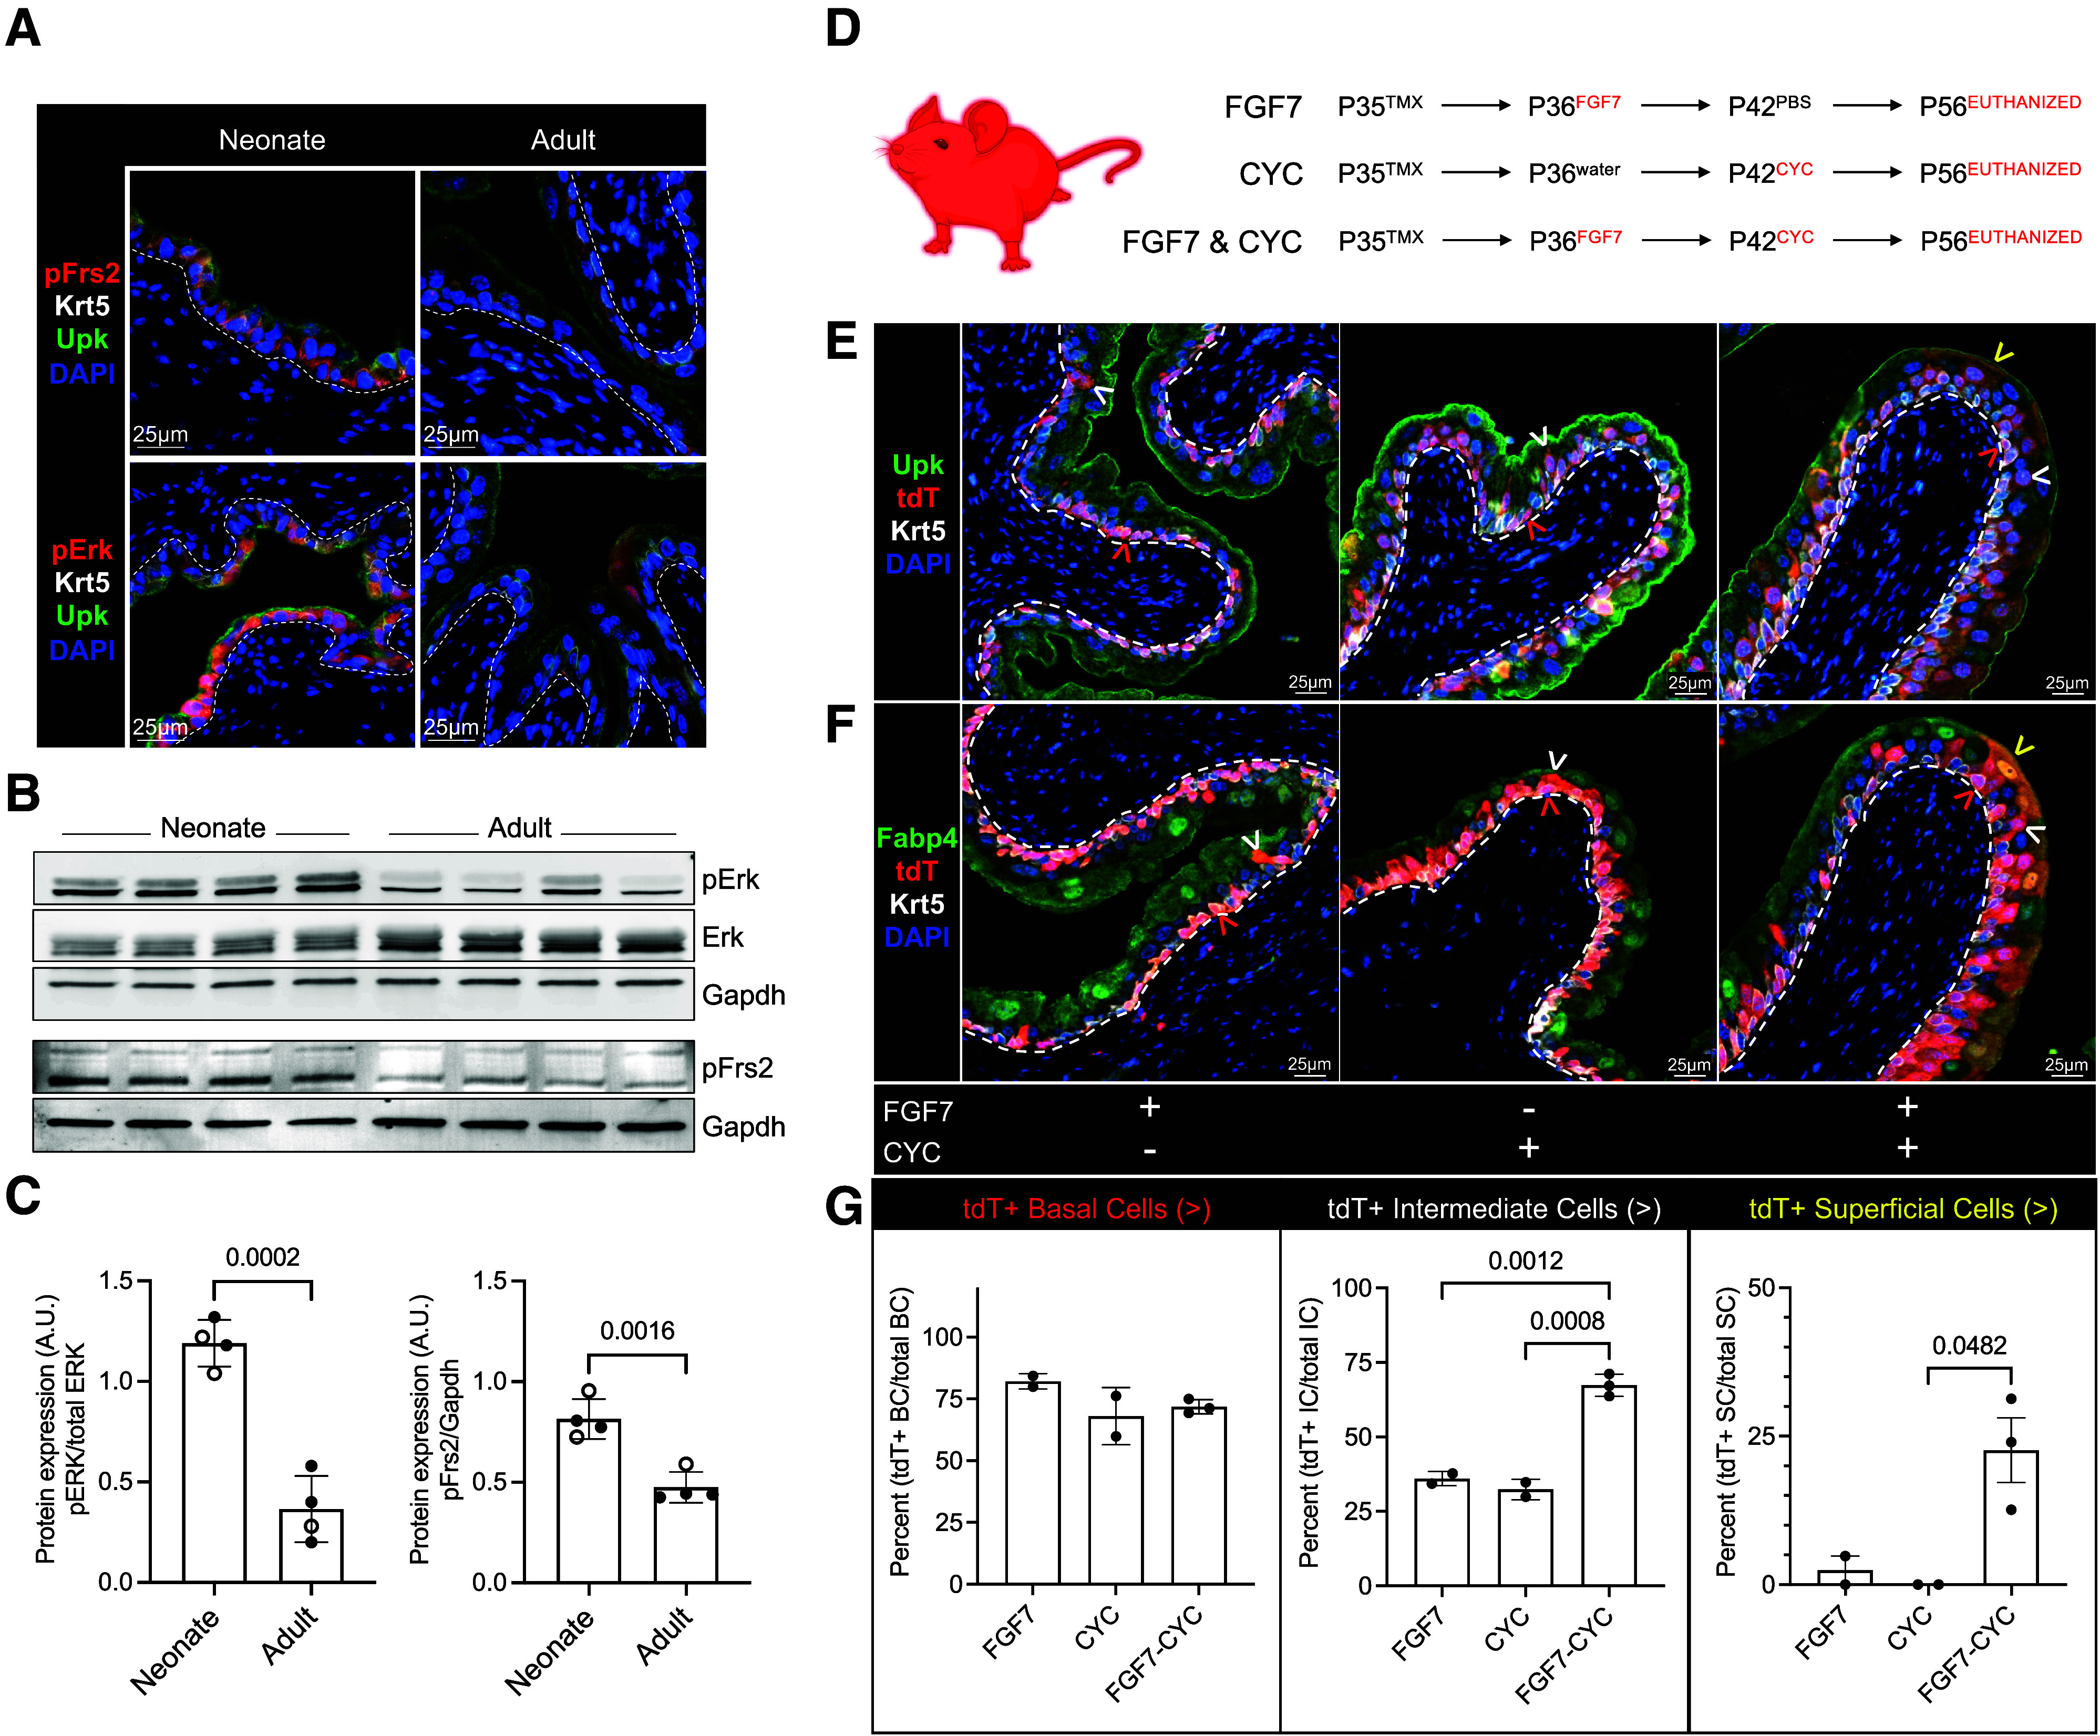
FGF7 restores the progenitor function of adult K5-UCs during CYC injury. *A*: representative micrographs showing pFrs2, Krt5, Upk, and DAPI (*top*) and pErk, Krt5, Upk, and DAPI (*bottom*) expression in neonate (P7) and adult (P35) bladder urothelium. White dashed line: urothelium basement membrane. *B*: immunoblot showing pErk1/2 (pErk), total Erk1/2 (Erk), pFrs2, and Gapdh expression in neonate (P7) and adult (P35) bladder urothelium. *C*: graph showing pErk/total Erk and pFrs2/Gapdh levels as measured by densitometry. Error bars: SD; *P* values: unpaired two-tailed *t* test. Neonate (*n* = 4 mice), adult (*n* = 4 mice). Closed circles: male; open circles: female. *D*: schematic representation of experimental plan showing the age tamoxifen (TMX), rhFGF7 (FGF7), cyclophosphamide (CYC), or their carrier controls (water or PBS) were administered and the age that mice were euthanized. *E*: representative micrographs showing Upk, tdT, Krt5, and DAPI expression in each experimental condition. *F*: representative micrographs showing Fabp4, tdT, Krt5, and DAPI expression in each experimental condition. White dashed line: urothelium basement membrane. Red arrowhead: tdT+ basal cell; white arrowhead: tdT+ intermediate cell; yellow arrowhead: tdT+ superficial cell. *G*: graphs showing the percent tdT+ basal, intermediate, and superficial cells in each condition. Bars: mean; error bars: SD; *P* values: one-way ANOVA with Tukey’s multiple comparisons test. CYC (*n* = 2 mice), FGF7 (*n* = 2 mice), FGF7-CYC (*n* = 3 mice). Closed circles: male; open circles: female. K5-UCs, K5-expressing urothelial cells; Krt5, keratin 5.

First, we determined the impact of FGF7 on adult K5-UC proliferation. Twenty-four hours after FGF7 administration, we found a statistically significant increase in urothelial cell proliferation compared with water-treated controls (FGF7: 30.10% ± 1.44, water: 1.46% ± 0.79) (Supplemental Fig. S7, *A* and *B*). We observed that 37.68% ± 1.27 of K5-UCs had incorporated EdU, and that K5-UCs were the dominant proliferative urothelial cell (93.36% ± 4.72) following FGF7 treatment (Supplemental Fig. S7*B*). These data confirm that FGF7 is an effective and highly specific tool to proliferate K5-UCs and evaluate the impact of proliferation on the K5-UC lineage.

Our data indicate that P35 K5-UCs rarely form intermediate or superficial cells, and that P35 labeled K5-UCs rarely contribute to superficial cell restoration following CYC-induced urothelial injury (Figs. 2 and 3). Given that adult urothelium has a low mitotic index, we administered FGF7 to *Krt5*^CreERT2^;*R26*^tdT^ mice following P35 TMX administration and determined the impact of FGF7 on the K5-lineage with and without CYC-induced urothelial injury (Fig. 6*D*). FGF7 did not lead to a significant increase in intermediate or superficial cell formation in the absence of urothelial injury; however, we observed statistically significant increases in intermediate and superficial cell formation when FGF7 was administered prior to CYC-induced urothelial injury (Fig. 6, *E*–*G*). Thus, FGF7-induced K5-UC proliferation restored the adult K5-UC reparative capacity.

## DISCUSSION

The progenitor responsible for bladder urothelium repair has been the focus of many investigations. By varying the type (chemical vs. bacterial vs. surgical) and chronicity (acute vs. repeated) of injury, investigators have uncovered context-dependent urothelial repair populations [reviewed in Jackson et al. (14)]. Accounting for the dynamic formation of bladder urothelium during postnatal life and its highly stable and quiescent existence in adulthood, we set out to define the fate of K5-UCs labeled at various developmental stages to define how the Krt5 lineage contributes to postnatal maturation and repair. Although adult basal K5-UCs cells rarely give rise to intermediate cells, we report that neonatal and juvenile Krt5+ basal cells give rise to adult intermediate cells. Our data show that adult intermediate cells derived from the neonatal and juvenile Krt5-lineage reconstitute superficial cells damaged by cyclophosphamide-induced injury. By accounting for age, our findings unite what is considered a “basal cell versus intermediate cell progenitor theory,” and support a linear model of urothelial formation and regeneration (basal → intermediate → superficial cell).

Label retaining cell (LRC) assays and inducible Cre drivers have been widely applied to investigate the urothelial progenitor [reviewed in Jackson et al. (14)]. These studies support basal or intermediate cell progenitor cells. We and others note that the Krt5 antigen is detected in basal cells and a subset of intermediate cells in the bladder urothelium (5). However, we demonstrated here that a single ip dose of TMX to *Krt5*^CreERT2^ mice induces recombination (via tdT expression) predominantly in basal Krt5+ cells (Fig. 1). Although other studies used multiple doses of TMX in adult mice, we specifically designed our experiments so that we could map the fate of basal Krt5+ cells. Indeed, we achieved high-specificity tdT labeling predominantly in basal K5-UCs, which allowed us to interpret a temporally regulated fate for the basal fraction of K5-UCs.

Adult bladder urothelium is nearly quiescent, and urothelial cells exhibit a 3–6 mo or greater turnover rate (2, 6). However, the embryonic and postnatal bladder is highly proliferative (7, 20). Interestingly, the urothelium experiences desquamation and apoptosis after birth, which requires a postnatal urothelial restoration (19). We confirmed neonatal bladders were highly proliferative compared with nearly quiescent adult bladders in this study, and that K5-UCs were the most dominant proliferative cell in neonates. Colopy et al. showed that P1 bladder urothelium exhibits the greatest proliferative capacity (30.4%), with >95% of proliferating cells in the basal layer (20). LRC assays demonstrated that when BrdU was pulsed at P1, LRCs were dispersed in basal, intermediate, and superficial layers after a 1-mo chase, evidencing these cells were progeny of a basal cell progenitor. Indeed, we found that the P1 tdT-labeled K5-UCs exhibit the greatest progenitor capacity, with tdT identified in adult basal, intermediate, and rare superficial cells. When BrdU was administered at P7, LRCs were identified in basal and intermediate layers 1 mo later (20). Likewise, we found that P7 K5-UCs gave rise to adult basal and intermediate cells. Lastly, when BrdU was administered at P14, LRCs were predominantly in the basal layer 1 mo later (20). Our data recapitulate this finding as well, with a significant reduction in the percentage of adult intermediate cells derived from P14-labeled K5-UCs. By showing the contributions to intermediate cells (and rare superficial cells) arising from the neonatal Krt5 basal cells, our findings confirm postnatal restoration dynamics and highlight the stable nature of mature urothelium, which exhibits little progenitor activity.

Chemical, bacterial, and surgical insults have been used to investigate progenitor activity during urothelial repair. Evidence supporting contributions of basal or intermediate cells during urothelial restoration is seemingly context-dependent. Shin et al. reported that Shh+ cells (basal + intermediate cell) reconstitute the bladder following chronic bacterial injury (12). Gandhi et al. reported that Upk3a+ cells (intermediate cell) reconstituted CYC-injured urothelium (5). Papafotiou et al. found that Krt14+ (basal cell) and K5 (basal cell) restored all urothelial layers following a single dose of CYC (13). Schafer et al. reported that Upk2+ cells (intermediate cell) reconstituted bladder urothelium following focal mucosal injury, while Krt5 (basal cell) reconstituted urothelium following augmentation cystoplasty (40). Wang et al. reported that Upk3a+ (intermediate cell) reconstitute urothelium following exposure to a single round of CYC, while Krt5 (basal cell) contribute to urothelial restoration following five doses of CYC-induced urothelial injury (4). Technical and methodological differences may explain divergent observations between our findings and those of other K5-lineage analysis studies. First, we used CYC at 150 mg/kg as was the case for Wang et al. and Gandhi et al., while Papafotiou et al. administered 250 mg/kg CYC (4, 5, 13). Papafotiou found a far greater contribution of K5-UCs to I (51%) and S (27%) cells with the higher concentration CYC, while Wang et al. and our study showed a lower contribution to I (20 + 16 = 36%) and S (7.5%) cells, which more closely matched ours (P35 K5-UC derivatives: 22% I, 6% S). However, our lineage labeling strategy was strict, using only 1 dose of TMX in an effort to strictly label K5 basal cells. Furthermore, differences in the age at which TMX was introduced could be a factor. Our study showed that adult I cells were formed by P1–P21 K5-UCs at higher rates than P35 K5-UCs, and that those P1–P21-labeled K5-UCs contributed significantly to S cell formation following CYC. Given that adult urothelium is highly stable during homeostasis, it is reasonable to expect that adult (>P35) K5-UCs rarely form progeny following an acute injury. Instead, our data lead us to conclude that neonate or juvenile (P1-P21) derived I cells contribute to urothelial restoration following acute injury.

Whether basal K5-UCs (or a subset of Krt14+ K5-UCs) represent the bladder stem cell, adult intermediate cells certainly contribute to restoring the urothelium during injury, and the concept of stem/progenitor may be regarded as simply semantics. Although the exact contribution of intermediate cells to homeostasis or repair is unclear, future studies that deploy inducible *Sprr2f* or *Ugt2b34* Cre drivers may shed light on intermediate cell lineage dynamics (35). The similarities of a slow turnover bladder urothelium to a high turnover epithelium such as skin or gut are unclear, yet perhaps the intermediate urothelial cell can be likened to transit-amplifying cells (TACs) described in other tissues. TACs are defined as stem cell-derived, nondifferentiated proliferative multipotent cells capable even of regulating stem cell proliferation (41). Given our observation that bladder intermediate cells are derived from P1 to P21 K5-UCs, our observations support a linear model of urothelial formation and regeneration (basal → intermediate → superficial cell), where basal cells serve as the stem cell and basal cell-derived intermediate cells serve as injury responsive transit-amplifying cells. Papafotiou et al. seemingly suggested a similar theory where they proposed that if a stem cell dedicated to superficial cell regeneration exists, “they can only be short-term urothelial stem cells (USCs) sufficient to regenerate mildly injured bladders” (13). As was shown by Wang et al., only after multiple rounds of injury (called chronic) does the adult K5-UC contribute to urothelial restoration, likely after intermediate cells (which we call the putative TACs) are depleted (4). Indeed, we believe our findings unite previously conflicting observations and reveal context-dependent observations that require a more complex regulation of TAC versus stem cell activation for restoration. Nonetheless, the full repertoire of temporally permissive K5-UCs progeny is important to understand when investigating urothelial generation, regeneration, and eventual tissue engineering studies.

Organoid assays are robust model system to investigate urothelial progenitor characteristics (12, 13, 42, 43). These assays permit investigation of cells isolated from different contexts (ages) to be cultured in identical microenvironments (Matrigel + media). We used organoid models not only to validate our in vivo fate mapping observations, but also to determine whether superior progenitor function was intrinsic to neonatal K5-UCs. Papafotiou et al. observed tdT+ Krt14+ basal cells formed more organoids than tdT(−) (13), and Santos et al. found that cd49f^high^ basal cells had superior organoid-forming capacity compared with low cd49f^low^ urothelial cells (43). Our observation that tdT+ K5-UCs formed more organoids than tdT(−) cells confirm those reports. Elegant work by Mullenders et al. described methods to establish primary murine basal cell organoids and suprabasal bladder organoids (42). Although different enzymatic and mechanical enrichment strategies established organoids with divergent “basal” and “luminal” profiles, the absence of a reporter makes it difficult to discern the precise contributions of each lineage. Ultimately our goal in using organoid models was to validate whether neonatal K5-UCs outperformed adult K5-UCs as progenitors. When tdT+ K5-UCs from neonate and adult mice were placed in identical in vitro conditions, neonatal K5-UCs formed more organoids than their adult counterparts, which indicate that a greater proportion of neonatal K5-UCs have progenitor function. Furthermore, we observed that neonate K5-UCs formed larger organoids, which indicates that they have a greater self-renewal or proliferative capacity than adults K5-UCs, which is supported by our RNAseq analysis which identified increased proto-oncogene activity and upregulation of proliferation-associated genes in neonates. Lastly, our dual reporter organoid model established that neonate K5-UCs formed organoids that expressed more *Upk* than adult K5-UCs, which is supported by our lcRNAseq analysis which identified that several regulators of cell fate specification were activated in neonates. Future studies will use this sophisticated model to determine unique biological properties of neonate and adult K5-UCs and interrogate the precise signaling programs that govern progenitor self-renewal and differentiation.

K5-UC progenitor capacity and proliferation are inversely correlated with age. This led us to question whether application of an exogenous proliferative trigger could reengage adult K5-UC progenitor function. Fgf7 is a known urothelial mitogen (38, 39, 44), and our data demonstrate that it acts predominantly on K5-UCs and restores the capacity of adult K5-UCs to reconstitute injured urothelium. In addition to its role as a urothelial mitogen, a mechanism by which FGF7 orchestrates cytoprotection was recently discovered. Narla et al. observed that FGF7 led to activation of AKT and intermediate and superficial cell cytoprotection during CYC treatment (34). We believe that our use of FGF7 as a urothelial mitogen in this study is distinct from its cytoprotective use. Specifically, we separated FGF7 treatment and CYC administration by 1 wk, whereas its cytoprotective role was observed when FGF7 preceded CYC by just 24 h. Although we used FGF7 as a tool to proliferate K5-UCs, the proliferative impact is likely due to Erk activation (34). The precise mechanism by which FGF7 induces proliferation and releases lineage restriction in K5-UCs presents an intriguing direction for this work, which may include an investigation into whether FGF7-stimulated K5-UCs express genes reminiscent of neonate K5-UCs.

### Conclusions/Summary

By mapping the fate of postnatal K5-UCs, we revealed important linear relationships whereby K5-UCs give rise to intermediate and superficial cells at an age-restricted manner and contribute to urothelial restoration following injury. Since neonatal K5-UCs reprise their role as superior progenitors in vitro and display distinct transcriptional signatures, this suggests that progenitor function is at least partially cell-intrinsic. However, the urothelium progenitor niche cannot be overlooked, since FGF7 can rescue the progenitor function of adult K5-UCs. Additional studies should investigate the full repertoire of cell-cell, mesenchyme-derived, or urine-derived factors that may vary with age. The novel dual reporter organoid system developed here will be important to the identification of additional progenitor-influencing signals.

## DATA AVAILABILITY

Data will be made available upon reasonable request.

## SUPPLEMENTAL DATA

10.6084/m9.figshare.24500548 Supplemental Figs. S1–S7: https://doi.org/10.6084/m9.figshare.24500548; Supplemental Tables S1 and S2: https://doi.org/10.6084/m9.figshare.24500545.

## GRANTS

This work was supported by National Institute of Diabetes and Digestive and Kidney Diseases Grants F32DK115085 and K01DK126991 (to A.R.J.) and R01DK125469 (to B.B.) as well as intramural support from the Abigail Wexner Research Institute (to A.R.J.). Research reported in this publication was supported by The Ohio State University Comprehensive Cancer Center and the National Institutes of Health under Grant P30CA016058. We thank Genomics at The Ohio State University Comprehensive Cancer Center (Columbus, OH) for lcRNAseq support. Palifermin (Kepivance) was generously provided by Swedish Orphan Biovitrum AB (SOBI, Solna, Sweden).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

B.B. and A.R.J. conceived and designed research; M.E.-H., F.R.-T., K.M.G., B.L., M.K., and A.R.J. performed experiments; M.E.-H., F.R.-T., X.W., and A.R.J. analyzed data; B.B., M.E.-H., F.R.-T., and A.R.J. interpreted results of experiments; A.R.J. prepared figures; A.R.J. drafted manuscript; B.B. edited and revised manuscript; B.B., M.E.-H., F.R.-T., K.M.G., B.L., M.K., X.W., and A.R.J. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

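RNA was sequenced from K5-UCs of 4 adult and 4 neonatal libraries, each made from 300 sorted cells. Each library was assigned to its age and replicate from the sample labels, which give the same tamoxifen and sorting days as the methods (P5 and P7 for neonates, P35 and P42 for adults). The methods describe female bladders. Neonatal replicate 2 has Y-linked transcripts and no Xist, and it was kept in its group because the comparison is by age.

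The authors trimmed the reads with Trim Galore, mapped them to mm10 with Tophat, retained uniquely mapped reads with SAMtools and counted reads per gene with HTSeq in union mode, and they deposited 1 table of whole-number counts per library without normalization. The paper's text does not state whether the counting used strand or whether duplicate reads were removed. The summary lines of each table, which name no gene, were left out of library sizes and tests. Reads on no gene made up 5.94% to 9.78% of each library, and reads that overlapped more than one gene made up 4.89% to 5.86%. The tables list 43432 genes by Ensembl identifier, and symbols and coordinates were taken for 42462 of them from GENCODE M21, which annotates the same build. Reads on genes numbered from 16308403 to 21073540 in adults (median 19312416) and from 15637152 to 19598930 in neonates (median 17050677). A count of 0 allows up to 3 counts, or 0.139 to 0.192 CPM in these libraries. Amplified reads without molecular identifiers are not independent molecules, so these limits cover counting error only.

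The paper removed 1 adult library and its text does not name it. The colors of the heatmaps in Fig. 4, C and G, were read and correlated with the counts for each choice of 3 adults, and adult replicate 2 was the library left out by the best choice in both. All comparisons were made without it (7 libraries) and with it (8 libraries).

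A gene was tested if it had at least 5 counts in total and more than 0.5 CPM in at least 3 libraries, which is how the filter in the methods was read. Counts were normalized with TMM and compared between ages with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. A gene was called differentially expressed at an adjusted p below 0.05 and a fold change above 1.5, as in the methods. Principal components were computed from log2 CPM with a prior count of 2, centered and not scaled. Single values were compared by exact two-sided permutation tests, whose smallest p is 0.0286 for 3 against 4 and for 4 against 4 libraries. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it. These were the S phase, G2/M phase, immediate early, heat shock, Fig. 4C, Fig. 4G, uroplakin, oxidative phosphorylation, cytosolic and mitochondrial ribosomal protein, xenobiotic metabolism, histone and proteasome lists. Marker lists of fibroblasts, smooth muscle, immune, endothelial and erythroid cells and of sex were summed in CPM. Lists for cholesterol synthesis, fetal growth, interferon and MHC class I were added after the data were examined. Mouse Reactome sets with 15 to 500 tested genes were read with fgsea 1.28.0 and examined by a one-sided Fisher's exact test. GO terms, running-sum enrichment scores and transcription factor activities were not computed here.

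The genes named are those that the paper names for this experiment in its text and in Fig. 4, C and G, genes of the lists above, and the 5 higher and 5 lower genes with the smallest p among those differentially expressed over the 8 libraries, with no overlap between ages and a mean of at least 10 CPM, of which 1 is not reported here. H19, Igf2bp3, H2-K1, H2-D1, Psmb9 and Cd74 were singled out after their values were seen.

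The procedure was tested on simulated counts in which 200 genes were changed by known fold changes. With 3 against 4 libraries, 58.5% of the changed genes were called and 4.88% of the calls were unchanged genes. With 4 against 4, these shares were 45.0% and 9.09%. DESeq2 called 70.5% and 71.0% of the changed genes, and 24.2% and 29.7% of its calls were unchanged genes. No changed gene was called in the wrong direction. The shares of unchanged genes among the calls depend on the number of changed genes, which is unknown in the real data.

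The alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile factors, quantile-normalized counts in edgeR, limma-voom with quantile normalization, voom with sample quality weights, the exact test of edgeR, 3 other filters on low counts, no fold change threshold, the replicate number as a block, plain library sizes for marker lists, other inputs to the principal components, and leaving out each library in turn. Offsets for GC content and exon length, and libraries thinned to the smallest total, were added after the data were examined. Figures were drawn with Matplotlib 3.10.9.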

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

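Of the tests in this part, the other splits of the libraries, the offsets for GC content and exon length, and the thinned libraries were set before their results were seen, and all others were chosen afterward. Dixon's test was applied within each age to 78 groups of 4 values, and in 17 of them 1 library lay past the 95% critical value, against 3.9 expected by chance. Of the 17, 10 belong to adult replicate 2, 4 to neonatal replicate 2, 2 to adult replicate 1 and 1 to neonatal replicate 3. The values are not independent, since several come from the same library.

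Adult replicate 2 stood apart from the other adults on PC2 (72.7) and in the summed fibroblast genes (28286 CPM) and smooth muscle genes (474 CPM). It was also far above them for Top2a (32.9 CPM), Mki67 (34.6 CPM), Birc5 (84.7 CPM) and Egr1 (453 CPM), and far below them for Upk2 (176 CPM), Upk1a (2012 CPM) and Krt7 (1133 CPM). Its depth does not account for this, because its 19341756 reads on genes lie within the range of the other adults. The 6 fibroblast genes were each between 11.4 and 66.9 times the highest other library, led by Dcn at 13501 CPM, Col1a2 at 4997 CPM, Col1a1 at 4484 CPM and Col3a1 at 3925 CPM, which is consistent with fibroblast cells or RNA in this library, as a hypothesis formed on the same data. Of these genes, Dcn is also at 213 to 1182 CPM in the other adults. Against the mean of the other adults, the summed fibroblast genes were 30.0 times as high, smooth muscle genes 45.7 times, endothelial genes 5.07 times and immune genes 2.50 times. These unequal rises cannot exclude a lower share of urothelial cells, because the mix of other cells may itself differ between libraries. Of the urothelial genes, 9 of 10 lay below every other adult, at 0.467 to 0.721 of their mean, which a lower share of urothelial cells could give. Krt14 went the other way, at 8.45 times their mean, which a lower share alone would not give. Whether the cycling transcripts, such as Mki67 at 34.6 CPM, come from dividing urothelial cells or from dividing cells of another type cannot be told apart, because 1 bulk library does not assign them. A biological difference between adult mice was not tested.

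Neonatal replicate 2 was far above the other neonates for Ddx3y (88.8 CPM), Eif2s3y (104.6 CPM), Kdm5d (22.2 CPM) and Uty (22.8 CPM), although the methods describe female bladders. Its Xist count was 0, and the limit of 3 counts is 0.295% of the level in the lowest other library, which argues against male cells mixed into a female library. The library correlated at 0.898 on average with the other neonates and at 0.813 with the adults, across genes, which argues against a label exchanged between ages. The values are in line with a male mouse, with Ddx3y at 88.8 CPM beside no Xist. Without this library, 312 genes were differentially expressed from the other 6 libraries left by also omitting adult replicate 2, and 300 of them were among the 597. With 1 such library, an effect of sex could not be tested.

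The other 3 values past the critical value were the share of reads on ribosomal protein genes in adult replicate 1 (11.4%), the summed erythroid genes in adult replicate 1 (0.702 CPM) and the summed immune genes in neonatal replicate 3 (7.05 CPM). This number is close to the 3.9 that chance gives over all groups, and no explanation of them was tested.

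The genes with the smallest p include 8, given here, that the paper does not discuss. In neonates, Wnt10a (log2 fold change 3.50 over the 8 libraries), Upk3bl (4.47) and Bex4 (3.14) were higher, and B2m (−3.35), Akr1b8 (−3.21), Slpi (−11.60), Saa3 (−12.33) and Idi1 (−2.54) were lower. The fitted values of Slpi and Saa3 depend on the prior count. Saa3 was at 3 counts or fewer in every neonate and at least 915-fold lower than in the 4 adults, and at least 631-fold lower than in the 3 adults without adult replicate 2. These 8 kept their direction under every alternative that tested them. The calls lost were those of Slpi and Saa3 under limma-voom with quantile normalization (adjusted p = 0.212 and 0.161 over the 8 libraries, 0.0816 and 0.0610 over the 7) and with sample quality weights (Slpi 0.0504 over the 7, Saa3 0.0563 over the 7 and 0.0503 over the 8), and that of Bex4 in 1 fit given with the dependence on processing. Upk3bl can share reads with Upk3b, which was lower in neonates (−0.95), and the Slpi and Saa3 levels in adults ranged from 139.7 to 794 CPM and from 47.0 to 336 CPM. Chance assignment of libraries to ages is not a candidate explanation for the set of calls, as 1 of 35 splits of the 7 libraries, the real one, gave as many genes. Age stays open as a biological explanation, but the time from tamoxifen to sorting differed along with age and cannot be separated from it here.

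B2m, the light chain of MHC class I, fell together with H2-K1 (−1.98 over the 7 libraries), H2-D1 (−1.50) and Psmb9 (−2.97). In the added MHC class I list, 12 of 14 genes were lower, with a median log2 fold change of −1.29 (adjusted p = 2.84e-06 by limma's camera over the 5 added lists, or 1.14e-06 before adjustment). The list was added after the data were examined and itself holds B2m, H2-K1, H2-D1 and Psmb9. It was not tested without them, so its p is not independent evidence. Immune cells in the retained adults would bring Ptprc and Tyrobp, which summed to at most 1.01 CPM there, although Cd74 was at 27.6, 111 and 0 CPM in adult replicates 1, 3 and 4. Strain variants of the H2 region do not reach B2m, which lies on chromosome 2 and had a log2 fold change of −3.25. For H2-K1 (−1.98), H2-D1 and Psmb9, which lie in that region, a strain difference and a change in transcription cannot be told apart, because the reads were not used here, and these genes can share reads with their paralogs. Less interferon signaling in neonates stays open, since the added interferon list was lower with an adjusted p = 0.197 over the 7 libraries and 0.00785 over the 8 (limma's camera, or 0.00628 over the 8 before adjustment). Over the 8 the list did not pass by fry (adjusted p = 0.0754) or by camera with an estimated correlation (adjusted p = 0.179).

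Idi1 belongs to cholesterol synthesis. The added list of 22 genes had a median log2 fold change of −0.97, with 20 lower in neonates over the 7 libraries, and the 19 genes other than Idi1, Msmo1 and Cyp51 had a median of −0.56 (adjusted p = 4.59e-06 by limma's camera over the 7 libraries, or 2.76e-06 before adjustment). This is consistent with less transcription of the pathway in neonates, a hypothesis found and tested on the same data. Diet or weaning, which differ between these ages, were not tested.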

How the results depend on the processing

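The alternatives below were set before the data were examined, except the offsets for GC content and exon length and the thinned libraries, which were chosen after seeing the data. Among single genes and minor lists, 1320 results kept direction and side of the threshold, 73 were weaker, 60 stronger and 23 reversed, and among results that answer a comparison 438 were the same, 105 moved, 28 were weaker and 1 reversed. Where no cause is named, the cause was not tested.

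Over the 7 libraries, the count of 597 differentially expressed genes (275 higher, 322 lower) rose to 1152 (605 and 547) with DESeq2 and to 1036 (530 and 506) with the exact test. It stayed within 1.5 times under upper-quartile factors (584), quantile-normalized counts (616), limma-voom with quantile normalization (606), voom with sample quality weights (538, of which 186 higher and 352 lower), no filter (606), filterByExpr (606), at least 10 counts in every library (676), no fold change threshold (603), GC and length offsets (579) and thinned libraries (591). In the simulation, 24.2% of DESeq2's calls and 16.6% of those of the exact test were unchanged genes, against 4.88% for the quasi-likelihood test. These shares depend on the number of changed genes, set to 200 there and unknown here, so they do not give the share of false calls in these libraries. The fits that each left out one library gave from 305 to 451 genes, from 117 to 185 higher and from 161 to 269 lower, and fewer samples are a part of each. No filter on low counts moved the median log2 fold change of all genes from 0.03 to 0.14.

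With the same 7 libraries, the 15 Reactome sets among higher genes fell to 4 with DESeq2, 4 with quantile-normalized counts, 2 with limma-voom and quantile normalization, 1 with sample quality weights, 4 with the exact test, 1 with at least 10 counts in every library, and 3 (without adult replicate 3) to 13 without one library. The 10 sets among lower genes became 6 with sample quality weights and 4 (without adult replicate 3) to 13 without one library. Of the 15 genes of the text, 9 were called, and 4 (without adult replicate 4 or neonatal replicate 2) to 8 without one library. Gene lists past the threshold numbered 7, and became 11 with limma-voom and quantile normalization and 4 with an estimated correlation. The S phase median was 0.26 with at least 10 counts in every library, where it lost its call, and 0.42 (adjusted p = 0.148, camera) with an estimated correlation, the immediate early list 1.00 (0.0718) with an estimated correlation, and oxidative phosphorylation −0.26 with an estimated correlation (0.700) and with fry (0.238), and from −0.32 to −0.12 without one library, losing its call only without adult replicate 1. On plain library sizes, the fibroblast difference was −688 CPM (exact permutation p = 0.0857) and the erythroid difference turned to 0.0461 CPM (exact permutation p = 0.857). Signs changed for Upk1a, to 0.24 with quantile-normalized counts, 0.22 with limma-voom and quantile normalization, and −0.21 (without neonatal replicate 2) to 0.036 (without neonatal replicate 3) without one library, and for Upk3a, to 0.18 with quantile-normalized counts and 0.19 with limma-voom and quantile normalization.

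Over the 8 libraries, the count of 147 genes (54 higher, 93 lower) became 774 (281 and 493) with DESeq2, 569 (208 and 361) with the exact test, 416 (153 and 263) with sample quality weights and 241 (82 and 159) with at least 10 counts in every library. It was 144 with upper-quartile factors, 166 with quantile-normalized counts, 130 (75 and 55) with limma-voom and quantile normalization, 148 with no filter, 181 with filterByExpr, 147 with no fold change threshold, 162 with GC and length offsets and 136 with thinned libraries. The fits that each left out one library gave from 29 to 597 genes, from 7 to 275 higher and from 22 to 322 lower, with the highest value in each range without adult replicate 2. Limma-voom with quantile normalization raised the share of higher genes from 36.7% to 57.7%.

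In the same 8 libraries, the genes of the text called numbered 1, and 7 with DESeq2, 3 with quantile-normalized counts, 4 with limma-voom and quantile normalization, 6 with sample quality weights, 5 with the exact test, 4 with at least 10 counts in every library and 0 to 9 without one library. Reactome sets among higher genes numbered 0, and 3 with DESeq2, 9 with the exact test and 0 to 15 without one library. The 10 sets among lower genes became 6 with DESeq2, 6 with sample quality weights and 6 with filterByExpr. The 8 gene lists past the threshold became 4 with an estimated correlation and 5 with fry. The S phase median of 0.21 lost its call with DESeq2 (0.16, adjusted p = 0.0525, camera), limma-voom and quantile normalization (0.32, 0.0663), filterByExpr (0.20, 0.122), at least 10 counts in every library (0.13, 0.723), an estimated correlation (0.21, 0.557) and fry (0.21, 0.0633), and ranged from 0.015 (without neonatal replicate 2) to 0.42 (without adult replicate 2) without one library. G2/M phase, at 0.50, lost it with an estimated correlation (0.385) and fry (0.0765), as did oxidative phosphorylation, at −0.26 (0.557 and 0.116). The distance between ages on PC1 ranged from 94.3 to 139 without one library, with p = 0.0571 (exact permutation test) without any one neonate, and it held with a prior count of 0.5, quantile-normalized values and the 500 most variable genes. The fibroblast difference on plain library sizes was −7302 CPM (exact permutation p = 0.0571). Birc5, at −0.05, turned to 0.010 with upper-quartile factors, 0.021 with quantile-normalized counts, 2.04 with limma-voom and quantile normalization, 2.95 with sample quality weights, and −0.44 to 3.62 (without adult replicate 2) without one library. The Krt5 log2 fold change turned to 0.025 with limma-voom and quantile normalization. With sample quality weights the Upk1a log2 fold change turned to −0.053 and the Upk3a log2 fold change to −0.0882, and without one library they ranged from −0.071 to 0.22 and from −0.12 to 0.12, with the lowest of each without adult replicate 2. Top2a ranged from −0.043 (without adult replicate 3) to 7.39 (without adult replicate 2) without one library.

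The replicate numbers do not pair the libraries, as the correlations of same-numbered adult and neonatal deviations were 0.060, 0.091, −6.31e-05 and −0.069. With the replicate number as a replicate block, 205 genes (65 higher, 140 lower) were called over the 7 libraries and 48 (9 higher, 39 lower) over the 8, 4 genes of the text over the 7, 1 Reactome set among higher genes over the 7, and 0 among lower genes over the 8, and Birc5 turned to 2.41 over the 8 and Bex4 lost its call (adjusted p = 0.0594, edgeR). This fit spends libraries on the block, so a call lost under it need not be a weaker effect. Krt18 (log2 fold change 0.54, adjusted p = 0.0429, edgeR) and Krt19 (0.58, 0.0269) lost theirs over the 7 by falling under the fold change threshold.

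Leaving out one of the 7 libraries was not run for the principal components. Neither 2 adults against 4 neonates nor 3 against 3 can reach a p under 0.05 in the exact permutation test. The depth limits the genes near 3 counts, which include 97 called genes with 1 age at the limit over the 7 libraries. The fitted fold changes of these genes depend on the prior count and are no bounds.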

Differences from the paper's values

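The paper reports 645 differentially expressed genes, 311 upregulated and 334 downregulated in neonates. Over the 7 libraries, the counts of 597, 275 and 322 lie within 1.5 times the paper's. Since the paper removed 1 adult library, the 7 libraries are the like comparison. Of 18 alternatives over the 7 libraries, 9 came within 1.5 times of the paper's 645. Over all 8 libraries, which is not the paper's set, 147 genes were differentially expressed. Of the 19 alternatives set before the data were examined, 3 came within 1.5 times of the paper's value, namely DESeq2 (774), the exact test (569) and leaving out adult replicate 2 (597), and none of the others did.

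For genes higher in neonates, 54 were found over the 8 libraries against the paper's 311, and the alternatives within 1.5 times were DESeq2 (281), the exact test (208) and leaving out adult replicate 2 (275), and none of the others. For lower genes, 93 were found against the paper's 334, and the alternatives within 1.5 times were DESeq2 (493), voom with sample quality weights (263), the exact test (361) and leaving out adult replicate 2 (322), and none of the others.

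The paper states higher Upk1a in neonates, whereas its log2 fold change with TMM was −0.07 over the 7 libraries and 0.12 over the 8. With quantile normalization, which the methods name, Upk1a was higher over the 7, at 0.24 in edgeR and 0.22 by limma-voom. No alternative called it. Krt15 (0.19 over the 7, 0.39 over the 8), Krt7 (0.27 and 0.44) and Fgfr2 (0.44 and 0.65) were higher as the paper states, but were called under no alternative. The adjusted p of Krt7 was 0.0402 with quantile-normalized counts in edgeR and 0.0196 with limma-voom and quantile normalization over the 7, at fold changes under the threshold of 1.5. Mki67 (4.21 over the 7) was called only when adult replicate 1 was also left out (adjusted p = 0.00769, edgeR), where both remaining adults have 0 counts and the fitted fold change depends on the prior count. Myc (1.02 over the 7) was called over the 7 libraries with DESeq2 (adjusted p = 0.00314), quantile-normalized counts in edgeR (0.0463), limma-voom with quantile normalization (0.0398), the exact test (0.00998), no filter (0.0384) and at least 10 counts in every library (0.0143), and over the 8 with DESeq2 (0.0488). Of the genes called over the 7 libraries but not the 8, Fos, Egr1, Upk2, Krt18 and Krt19 were called over the 8 with DESeq2 and voom with sample quality weights, Fos, Upk2, Krt18 and Krt19 also with the exact test, Upk2, Krt18 and Krt19 also with limma-voom and quantile normalization and with at least 10 counts in every library, and Krt18 and Krt19 also with quantile-normalized counts. Krt14, Top2a and Birc5 were called only without adult replicate 2.

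The legends of Fig. 4, C and G, describe their genes as differentially expressed. Over the 7 libraries, 3 of 19 and 4 of 32 were called, and the most called under any alternative were 6 and 8, with DESeq2. More were also called with quantile-normalized counts (4 and 6), limma-voom and quantile normalization (5 and 6), the exact test (4 and 7) and at least 10 counts in every library (4 and 6), and in Fig. 4G with no filter (5) and with the GC and length offsets (5), which were chosen after seeing the values. Over the 8 libraries, 1 and 1 were called, and 5 and 6 with DESeq2, 2 and 4 with the exact test, 2 and 4 with sample quality weights, 2 and 2 with quantile-normalized counts, 2 and 2 with limma-voom and quantile normalization, 1 and 2 with filterByExpr and 1 and 2 with at least 10 counts in every library.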

Other observations

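In this part, the other splits of the libraries, the offsets for GC content and exon length, the thinned libraries, Krt20 and the fetal growth list were tests set before their results were seen, and the rest were chosen afterward.

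The number of differentially expressed genes depends on the real grouping by age. This grouping is also one by time from tamoxifen to sorting, from P5 to P7 in all neonates and from P35 to P42 in all adults. Splits of the libraries cannot separate that time from age. Of the 35 splits of the 7 libraries into 3 and 4, 1, the real one, gave as many as 597 genes, and the most in any other was 2. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many as 147, and no other gave any, although up to 1229 genes had an unadjusted p below 0.05 in another split. Adjusting each library for GC content and exon length kept 87.8% of the 597 calls, and thinning every library to the smallest total kept 96.1%, which argues against either as the whole cause. The offsets lowered the share of higher genes from 46.1% to 40.9%.

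Fibroblast genes summed to 948 ± 433 CPM (SD, n = 3) in the retained adults and 183 ± 223 CPM (SD, n = 4) in neonates (exact permutation test, two-sided, p = 0.0286, or 0.0857 on plain library sizes). If fibroblast RNA made the 322 lower genes, they would be higher still in adult replicate 2, but their median log2 ratio of adult replicate 2 to the other adults was −0.71, against −0.003 for all tested genes and 0.53 for the 275 higher genes. This log2 ratio was over 0 for 80 of the 322, and 25 of them were over 4-fold higher in adult replicate 2. For these 80, fibroblast RNA in the retained adults and a change in urothelial cells cannot be told apart with so few libraries. Without adult replicate 2, no other marker list passed the threshold, which in this design only the smallest possible p of 0.0286 can. Smooth muscle genes summed to 10.4 CPM in adults and 6.19 CPM in neonates, endothelial genes to 14.6 and 8.68 CPM, immune genes to 46.7 and 1.78 CPM, erythroid genes to 0.236 and 0.234 CPM and sex-linked genes to 112 and 160 CPM (exact permutation tests, two-sided, p = 0.857, 0.514, 0.0571, 0.943 and 0.371). A difference in immune genes is therefore not excluded, with 27.9, 111 and 1.01 CPM in adult replicates 1, 3 and 4.

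Immediate early genes were higher in neonates. A stronger response to cell dissociation in neonates is a candidate explanation, but the heat shock list, higher in 11 of 12 genes with a median log2 fold change of 0.21, had an adjusted p of 0.0802 over the 7 libraries and 0.0470 over the 8 (camera). Over the 7 it passed with quantile-normalized counts (0.0120), limma-voom and quantile normalization (4.44e-05), sample quality weights (0.00599) and without neonatal replicate 3 (0.0379), and over the 8 it failed, among others, with DESeq2 (0.0585) and an estimated correlation (0.401). With the list on both sides of the threshold, dissociation and age cannot be told apart here.

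The CPM values of 3 uroplakins, Upk1a (2012 to 4888 CPM), Upk1b (1262 to 3737 CPM) and Upk3a (2936 to 5352 CPM), exceeded that of Krt5 (393 to 819 CPM) in every library. Upk3b was lower than Krt5 in every library, and Upk2 in all but neonatal replicate 1 (556 CPM against 525 CPM). CPM is not corrected for transcript length, so the order of different genes need not be that of their transcript numbers. RNA or cells of the superficial layer may contribute. Krt20, a keratin of superficial cells, was at 20.0, 6.95, 16.3 and 52.1 CPM in adult replicates 1 to 4 and at 9.01, 2.62, 4.30 and 14.7 CPM in neonatal replicates 1 to 4. The lowest value, 2.62 CPM, lies between the levels set in advance for and against this explanation, which therefore stays open. Fabp4, a superficial cell marker in the paper, was at 4.39 to 6.99 CPM.

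H19 had 3 counts or fewer in the 3 retained adults and was at least 111-fold higher in neonates, although adult replicate 2 had 9.57 CPM and it was not called over the 8 libraries (adjusted p = 0.448, edgeR), except with sample quality weights or without adult replicate 2. The Igf2bp3 log2 fold change was 3.16 over the 7 libraries and 3.50 over the 8, called in both. The call over the 8 was lost in 6 of 19 alternatives. Among them were the fits without adult replicate 3 or any one neonate (adjusted p from 0.0565 to 0.0737, edgeR). The fetal growth list without these genes had an adjusted p of 0.0943 by limma's camera over the 7 libraries (0.0754 before adjustment), with 8 of 12 higher, and 0.172 over the 8, with 6 of 12 higher, although by fry it was 0.00881 and 0.0180, so whether a wider program is involved stays open.

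For 5 lists, no difference was called over the 7 libraries by edgeR with TMM, where the median log2 fold change was −0.07 for 5 uroplakins, 0.04 for 82 cytosolic and −0.04 for 76 mitochondrial ribosomal proteins, 0.09 for 19 histones and 0.06 for 38 proteasome genes (adjusted p = 0.729, 0.935, 0.968, 0.751 and 0.935, camera). The calls depend on the normalization, since limma-voom with quantile normalization called the uroplakins (0.22, adjusted p = 0.00198), cytosolic ribosomal proteins (0.12, 2.18e-05) and proteasome (0.12, 0.0386) higher in neonates, and quantile-normalized counts in edgeR called cytosolic ribosomal proteins (0.12, 0.0233). Without adult replicate 1, cytosolic ribosomal proteins were also called (0.20, 0.00268). Neither mitochondrial ribosomal proteins nor histones were called under any alternative over the 7. Within the uroplakins, Upk1b (0.87, adjusted p = 0.0124, edgeR) and Upk2 (0.68, 0.0262) were called higher over the 7. Of 18 alternatives over the 7, Upk1b lost its call in 1 and Upk2 in 5. Over the 8, Upk1b lost its call in 8 of 19.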
